# Female and male mouse lung group 2 innate lymphoid cells differ in gene expression profiles and cytokine production

**DOI:** 10.1371/journal.pone.0214286

**Published:** 2019-03-26

**Authors:** Laura Mathä, Hanjoo Shim, Catherine A. Steer, Yi Han Yin, Itziar Martinez-Gonzalez, Fumio Takei

## Abstract

Epidemiological studies have shown sex differences in prevalence of non-allergic asthma. Recent reports demonstrated negative effects of androgen signaling on group 2 innate lymphoid cells (ILC2s), explaining a potential mechanism behind sex bias in asthma prevalence. To further understand sex-related differences in ILC2 functions and ILC2 intrinsic or lung environmental mechanisms behind it, we have investigated the effects of sex and age on lung ILC2 function, the amounts of ILC2-activating cytokines in the lung and gene expression profiles of male and female ILC2s. Flow cytometric analyses of naive male and female mouse lung ILC2s showed no difference in their numbers. However, upon three daily intranasal IL-33 injections, lung ILC2s in postpubertal female mice expanded to a greater degree than male counterpart. In line with in vivo results, purified female mouse lung ILC2s produced more cytokines than male ILC2s upon in vitro stimulation. Gene expression profiles of purified naïve male and female ILC2s differed in 4% of the genes, and gene set enrichment analysis showed that female ILC2s are enriched for gene signatures of memory T cells. We did not observe similar degree of differences between female and male ILC2s after IL-33 stimulation. ILC2-activating cytokines including IL-33, IL-7 and TSLP were more highly expressed in whole lung homogenate samples prepared from naïve post pubertal female mouse lung than male mouse lung. Moreover, the differences in responsiveness of male and female ILC2s to IL-33 were not affected in IL-33-deficient mice. These results suggest that female ILC2s are more readily activated than male ILC2s due to their gene expression at the naïve state, which is potentially influenced by the lung environment.

## Introduction

We and others have previously identified Group 2 innate lymphoid cells (ILC2s) in mouse lungs [1, 2]. ILC2s are antigen non-specific innate lymphocytes that reside in mucosal tissues such as the lung. They are activated by epithelium derived cytokines including interleukin (IL) -33, IL-25, IL-7 and thymic stromal lymphopoietin (TSLP) and produce type 2 cytokines IL-5 and IL-13 [3]. IL-5 induces eosinophil infiltration [4], while IL-13 stimulates mucus hyperproduction [5], resulting in type 2 inflammation in the airways. They have been found to be elevated in asthmatic patients’ sputum [6], blood [7] and bronchoalveolar lavage fluid (BALF) [8].

Asthma is caused by chronic inflammation of the airways. It is estimated that approximately 300 million people suffer from asthma worldwide, but currently there is no cure. Epidemiological studies have shown a higher prevalence of non-allergic asthma in women than men [9]. Multiple studies have also described more pronounced type 2 responses in females compared to males in OVA-induced mouse models of asthma [10–12]. Recent studies have shown sex-related differences in mouse ILC2 development and responsiveness. Warren et al. reported that ILC2s isolated from female mouse lungs were more responsive upon ex vivo cytokine stimulation compared to male ILC2s [13]. Laffont et al. reported that female mice have higher numbers of ILC2s and ILC2 progenitors due to inhibitory effects of androgen signaling on ILC2 development [14]. Cephus et al. also found that adult female mice have higher numbers of ILC2s in the lung than male mice and female ILC2s proliferate more than male ILC2s in response to IL-2 [15]. Interestingly, Kadel et al. demonstrated that there is a killer-cell lectin like receptor G1 (KLRG1) negative population of ILC2s in females that increases with age and partly contributes to the higher number of ILC2s in female lungs compared to male lungs in which this population is largely absent. They also showed that androgen signaling inhibits differentiation of bone marrow ILC precursors into ILC2s [16]. In contrast, Bartemes and colleagues reported a role of estrogen in the regulation of uterine but not lung ILC2s, demonstrating tissue-dependent effects of sex hormones on ILC2s [17].

To further understand the sex differences in ILC2 functions, we have investigated gene expression profiles of ILC2 and ILC2-activating cytokines in the lung of male and female mice. Here, we show that there is no significant difference in the numbers of ILC2s between naïve male and female mouse lungs, contradicting previous reports [14–16]. Post pubertal female lung ILC2s produce more cytokines upon activation than male counterparts. Gene expression analyses suggest that female ILC2s are enriched for gene signatures of memory T cells whereas pathway analysis also suggest that naïve female lung ILC2s are more metabolically active than male ILC2s. These results suggest that female lung ILC2s are more prone to be activated by IL-33 than male ILC2s due to intrinsic differences in gene expression.

## Materials and methods

### Mice

C57BL/6J (B6) and B6.*Il33*^-/-^ (obtained from KOMP) mice were maintained in the British Columbia Cancer Research Centre pathogen-free animal facility. B6.*Rag1*^-/-^ mice were purchased from the Jackson Laboratory. All animal use was approved by the animal care committee of the University of British Columbia and were maintained and euthanized in accordance with the guidelines of the Canadian Council on Animal Care. Briefly, mice were housed in static cages (4 mice maximum per cage) with cotton or crinkle paper nesting materials and a hiding place. They were fed low fat diet and water was provided per cage. To minimize animal suffering and distress, we anesthetized mice by isoflurane inhalation during intranasal injections and monitored them until they were fully recovered from anesthesia in a separate cage with heating mat underneath it. The mice were monitored daily during intranasal injections and one day after the last injections and their health status was assessed by their behaviour, appearance, hydration status, respiration, and presence/absence of any obvious pain. Their health and well-being were monitored daily by facility staff based on their appearance and behaviour. At the time of harvest, we anesthetized mice by isoflurane inhalation until they were unconscious and performed euthanasia by carbon dioxide asphyxiation. Mice were treated at the ages indicated in the text.

### Antibodies, reagents and flow cytometers

Fluorescein isothiocyanate (FITC)-conjugated anti-Ki67 (SolA15), Rag IgG2a kappa isotype control (eBR2a), PerCP-Cy5.5-conjugated anti-CD19 (1D3), NK1.1 (PK136), CD3ε (145-2C11), CD25 (PC61.5), Allophycocyanin (APC)-conjugated anti-FcεR1α (MAR-1), CCR9 (CW-1.2), Mouse IgG2a kappa isotype control (eBM2a), Alexa Fluor 700-conjugated anti-CD45.2 (104), CD11c (N418), eFluor 450-conjugated anti-CD3ε (145-2C11), CD4 (RM4-5), CD19 (1D3), CD11b (M1/70), TCRγδ (GL3), CD11c (N418), NK1.1 (PK136), TCRβ (H57-597), Gr1 (RB6-8C5), Ter119 (TER-119), Phycoerythrin (PE)-conjugated anti-CD127 (A7R34) and anti-GATA3 (TWAJ), PE-Cyanine7 conjugated anti-CD127 (A7R34) were purchased from Thermo Fisher Scientific (Waltham, MA). FITC-conjugated anti-ST2 (DJ8) was purchased from MD Bioproducts (Oakdale, MN), and FITC-conjugated anti-7/4 (7/4) was purchased from Abcam (Cambridge, United Kingdom).

V500 anti-CD45 (30-F11), BV605-conjugated anti-CD90.2 (53–2.1), and PE-conjugated Siglec-F (E50-2440) were purchased from BD Biosciences (Franklin Lakes, NJ). eFluor 780 (Thermo Fisher Scientific) was used to exclude dead cells. Recombinant IL-33 and TSLP were purchased from Thermo Fisher Scientific. ILC2s were identified as Lineage (CD3ε, CD4, CD19, CD11b, CD11c, TCRβ, TCRγδ, NK1.1, Gr1, Ter119)^-^CD45^+^Thy1(CD90)^+^CD127^+^ST2^+^ cells and eosinophils were identified as Lym (CD3ε, CD19, NK1.1)^-^7/4^-^SiglecF^+^CD11c^-^ cells. GATA3 and Ki67 expression was analyzed by a Foxp3 transcription factor staining buffer set kit (Thermo Fisher Scientific) according to manufacturer’s protocol. BD FACS Aria was used for cell sorting and BD Fortessa was used for flow cytometric analyses. Flowjo version 10 was used for data analyses.

### Primary leukocyte preparation

Single cell suspensions were prepared from the lungs as previously described [18]. They were counted using a hemocytometer, incubated in 2.4G2 mAb to block Fc receptors, and stained with flow cytometery antibodies to sort or analyze by fluorescence-activated cell sorting (FACS).

### ILC2 enrichment

Primary leukocyte cell suspension was enriched for ILC2s using Easy Sep Mouse ILC2 Enrichment Kit (STEMCELL Technologies) according to manufacturer’s protocol.

### In vivo stimulation

Mice were anesthetized by isoflurane inhalation and intranasal injections were given. Mice were given 3 daily intranasal administrations of 0.25 μg IL-33 in 40 μL PBS.

### In vitro stimulation

ILC2s were sorted from naïve female and male lungs after ILC2 enrichment and 1000 cells were cultured in 200 μL RPMI-1640 media containing 10% FBS, P/S, 50 mM 2ME, 5 ng/mL TSLP and IL-33. Culture supernatant was collected 48 hours later. For whole lung leukocytes cultures, single cell suspensions were prepared from B6 and *Rag1*^-/-^ mice and 500,000 cells were cultured as described above for 72 hours in presence of 10 ng/mL (B6) or 5 ng/mL (*Rag1*^-/-^) IL-33 and TSLP.

### Lung homogenate preparation and analyses

Lungs were collected from naive and IL-33 treated mice one day after three consecutive injections and homogenized in Hank’s Balanced Salt Solution (HBSS) with EDTA and Halt protease inhibitor cocktail (Thermo Fisher Scientific) at 200 mg/mL. After centrifugation at 800 xg for 20 min, supernatant was analyzed using IL-33, TSLP (Thermo Fisher Scientific) and IL-7 (Abcam) ELISA according to manufacturer’s protocols. Total protein was quantified using Protein quantification kit-rapid (Sigma Aldrich).

### Quantification of cytokines

BALF samples and in vitro culture supernatant were analyzed for IL-5, IL-13 and/or CCL3 using Thermo Fisher Scientific ELISA kits according to the manufacturer’s protocol.

### Immunohistochemistry

Immunohistochemical staining of lung sections were performed using a polyclonal goat anti-mouse IL-33 IgG (R&D systems, Minneapolis, MN) at 5 μg/mL (Vector Labs, Olean, NY) as described before [19].

### RNA extraction, microarray analyses and GSEA

Total RNA was extracted from FACS-purified ILC2s using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA) according to manufacturer’s protocol. RNA quality check, cDNA preparation and microarray hybridization were performed at The Centre for Applied Genomics (Toronto, Canada). Briefly, RNA quality was assessed using Agilent 2100 Bioanalyzer and the samples with RNA integrity number (RIN) above 6 were selected for microarray analyses. RNA amplification and cDNA preparation was performed using GeneChip WT Pico Kit (Thermo Fisher Scientific). cDNA samples were hybridized to Thermo Fisher Scientific GeneChip Mouse Gene 2.0ST Array. Three samples per group were analyzed for gene expression profile by Flex Array 1.6.3 (Genome Quebec) after normalization using robust multi-array (RMA) algorithm. Gene set enrichment analysis was performed using GSEA software and the gene set collection C7 (immunological signatures) (http://software.broadinstitute.org/gsea/index.jsp).

### Visualization of cytoscape network analyses

Differentially expressed gene sets (p < 0.05, no fold difference cut-off was applied) were analyzed using Cytoscape (v3.6.1) plugin BiNGO (v.3.0.3) to identify over-represented “GO biological process” terms [20]. The hypergeometric test was used to measure the statistical significance of the enrichments and the Benjamini & Hochberg method (p < 0.05) was used to correct p-values. Resulting BiNGO output files were then visualized as functional overlapping networks using the Cytoscape plugin Enrichment Map (v.3.1.0) with the following parameters: P-value cut-off of 0.001, Q-value cut-off of 0.05, and Jaccard Coefficient cut-off of 0.25 [21]. The nodes comprising the network were then clustered using the plugin Autoannotate (v.1.2) and the clusters were labelled manually by revising labels generated by the plugin.

### Statistics

GraphPad Prism 7 was used for data analyses. Unpaired Student’s t test was used to determine statistical significance, with a P value < 0.05 being significant. Data in graphs represent the mean +/- SEM (*P<0.05, **P<0.01, ***P<0.005, ****P<0.0001, ns, not significantly different [P>0.05]).

## Results

### Age and sex dependent ILC2 responses to IL-33

We gave three daily intranasal injections of IL-33 (Fig 1A) into male and female mice of various ages and found greater numbers of ILC2s (2.7 fold, Gating strategy in Fig 1B) and eosinophils (3.3 fold) in female lungs compared to male lungs of 8 week-old mice (Fig 1C), but not 3 week- (Fig 1D) or 4 week-old mice (Fig 1E). In contrast, the numbers of ILC2s and eosinophils in naïve male and female lungs were not significantly different at any age (Fig 1C–1E), contradicting the recent report by Laffont et al., Cephus et al. and Kadel et al. We have also analyzed the percentages of various cell types in the lungs of these mice. Most cell types showed no difference between male and female in naive state. After IL-33 injections, eosinophils expanded more in female than male mice, which consisted approximately 40 and 50% of CD45^+^ cells in male and female lungs, respectively. ILC2 percentages were similar between male and female at all ages tested (S1A–S1C Fig). The amounts of IL-5 and IL-13 in BALF from the IL-33 treated 8 week-old female mice were also significantly higher compared to age-matched treated male mice (Fig 1F) but the difference was not seen in 3 week-old mice (Fig 1G). The time-course analyses (Fig 1H) of ILC2s and eosinophils in the lung as well as cytokines in BALF showed that female ILC2s expand and are activated to a greater degree by IL-33 than male ILC2s (Fig 1I and 1J). We also analyzed the expression of the proliferation marker Ki67 in naïve and IL-33 treated male and female ILC2s one day after three consecutive injections. Interestingly, significantly higher percentages of naïve female lung ILC2s expressed Ki67 compared to male lung ILC2s. However, once they are stimulated with IL-33, the difference was no longer present (Fig 1K). As ILC2s are thought to be regulated by regulatory T cells (Treg), which express the IL-33 receptor ST2 [22, 23], and differences between female and male Tregs have also been reported [24, 25], we tested *Rag1*^*-/-*^ mice, which are deficient in T and B cells. Intranasal injections of IL-33 into *Rag1*^*-/-*^ mice (8 weeks old) resulted in significant differences in the numbers of ILC2s and eosinophils in the lung between males and females, similar to B6 wild type mice (Fig 1L), indicating that the ILC2 difference between sex is independent of Tregs. These results were confirmed by in vitro IL-33 and TSLP stimulation of whole lung leukocytes from B6 (Fig 1M) and *Rag1*^-/-^ (Fig 1N) mice.

**Fig 1:**
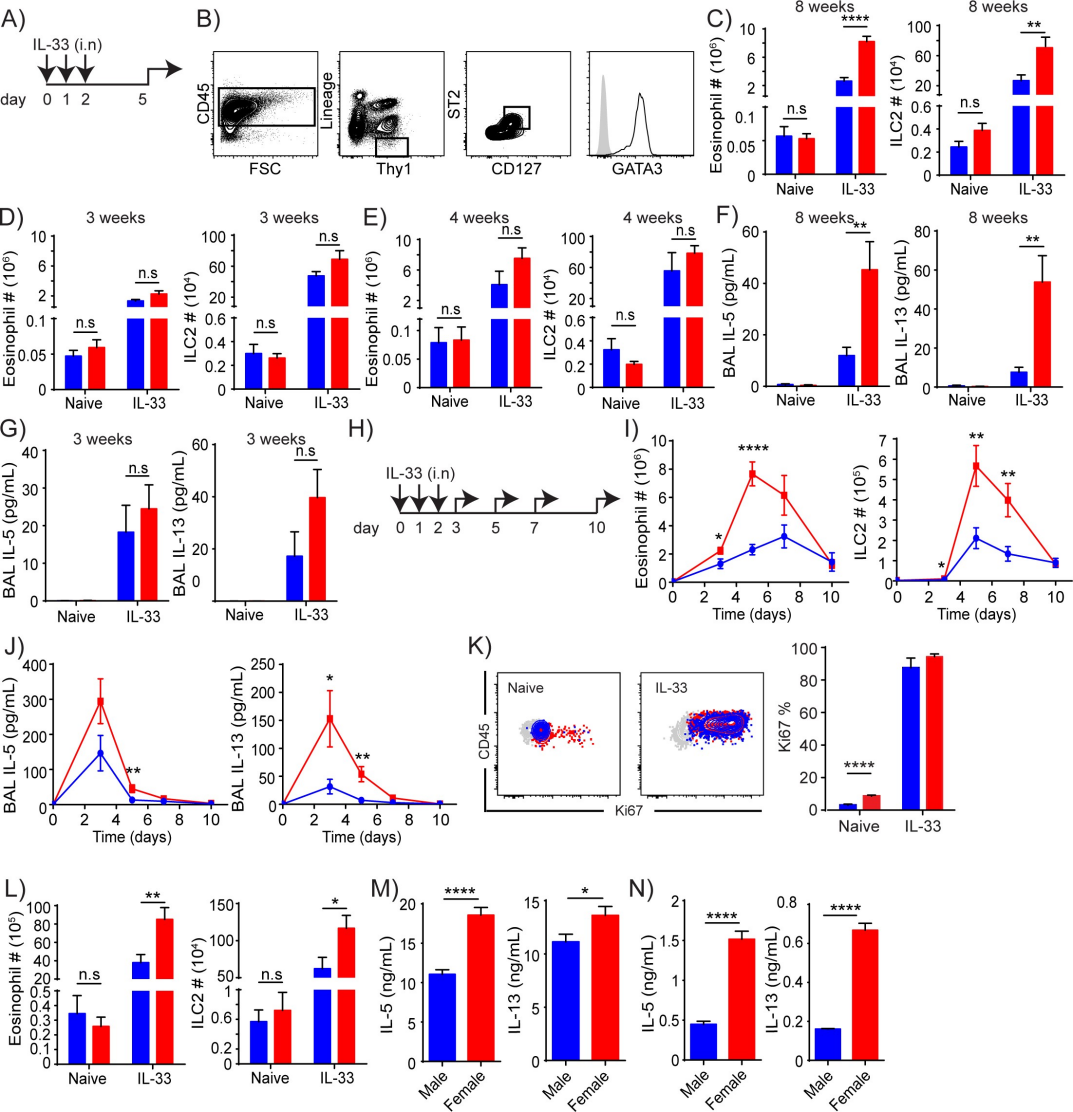
Female ILC2s respond more vigorously to IL-33 stimulation than male ILC2s. (A) Treatment scheme for in vivo experiments. (B) Gating strategy to identify ILC2s. They were identified as Lineage (CD3ε, CD4, CD19, CD11b, CD11c, TCRβ, TCRγδ, NK1.1, Gr1, Ter119)^-^CD45^+^Thy1(CD90)^+^CD127^+^ST2^+^ cells and confirmed for GATA3 expression. Grey = fluorescence-minus-one control, black line = ILC2. (C-E) Eosinophil and ILC2 numbers in untreated or IL-33 treated 8 week- (C), 3 week- (D) and 4 week- (E) old mice 3 days after 3 consecutive IL-33 injections. (F,G) BALF cytokines in untreated or IL-33 treated 8 week- (F) and 3 week- (G) old mice 3 days after 3 consecutive IL-33 injections. (H) Treatment scheme for in vivo time-course analyses. (I, J) Eosinophil and ILC2 numbers (I) and BALF cytokines (J) were quantified at day 0 (naive) and then 1 day (day 3), 3 days (day 5), 5 days (day 7) and 8 days (day 10) after 3 consecutive IL-33 injections. (K) Ki67 staining of male (blue) and female (red) ILC2s before and 1 day after IL-33 injections. Grey = Isotype control. (L) Eosinophil and ILC2 numbers in untreated or IL-33 treated 8 week-old *Rag1*^-/-^ mice 3 days after 3 consecutive IL-33 administrations. (M, N) Amounts of IL-5 and IL-13 in supernatant collected from male or female B6 (M) or *Rag1*^-/-^ (N) whole lung leukocytes cultures stimulated with 10 ng/ml (M) or 5 ng/ml (N) IL-33 and TSLP for 72 hours. Red = female, blue = male. Data represented are mean ± SEM of more than 3 (C, D, F, G, I, J) or 2 (E, K, L) experiments with 5–14 (C, D, F, G), 4–19 (I, J), 4–6 (E), 5–7 (K) or 3–7 (L) mice per group, or mean ± SEM of 7–10 (M) or 4–5 (N) replicates per group. Two-tailed Student’s t-test was used to determine statistical significance, with a P value <0.05 being significant. *P<0.05, **P<0.01, ****P<0.0001, ns, not significantly different [P>0.05].

### ILC2-activating cytokines in the lung

Cephus et al. recently reported that IL-33 and TSLP are negatively regulated by male hormones in *Alternaria alternata* stimulated mice [15]. Because these cytokines are known to activate ILC2s, we measured the amounts of IL-33, TSLP and IL-7 in whole lung homogenate prepared from naïve male and female B6 mice at different ages. In young mice, the amount of IL-33 was similar in male and female lungs. Strikingly, the IL-33 levels increased at 6 weeks of age in female lungs, resulting in significantly higher amounts of endogenous IL-33 compared to male lungs (Fig 2A). Immunohistochemical analyses of naive lung sections also showed more IL-33 positive cells in 8 week-old female than male lungs (Fig 2B). The expression of IL-7 (Fig 2C) and TSLP (Fig 2D) also showed similar age dependent changes. IFNγ, a type 1 cytokine, was undetectable. We have also measured IL-7 and TSLP amounts after IL-33 injections to determine whether IL-33 induces differential expression of IL-7 and TSLP in male and female lungs. To this end, we selected 6 week-old mice as there is no significant difference in IL-7 and TSLP amounts between naïve male and female lungs at this age, and we can directly assess the effects of IL-33 on the amounts of IL-7 and TSLP. Intranasal injections of IL-33 into 6 week-old mice caused no significant change in IL-7 and TSLP amounts both in male and female mice (Fig 2E and 2F). The amount of IL-33 increased in male and female lungs after IL-33 administration, as expected, but the amount of IL-33 was no longer different between male and female (Fig 2G). To test whether the differences in the amount of endogenous IL-33 in naïve mice are responsible for the differences between female and male ILC2s in their responses to intranasal injections of IL-33, we compared female and male *Il33*^-/-^ mice. Similar to B6 mice, there was no difference in the numbers of ILC2s in post pubertal male and female *Il33*^*-/-*^ lungs before stimulation (Fig 2H). Three daily intranasal injections of IL-33 into post pubertal male and female *Il33*^-/-^ mice revealed statistically significant differences in the numbers and percentages of ILC2s and eosinophils between the sexes. Therefore, the differences in ILC2s between male and female are independent of endogenous IL-33 (Fig 2I, S2 Fig).

**Fig 2:**
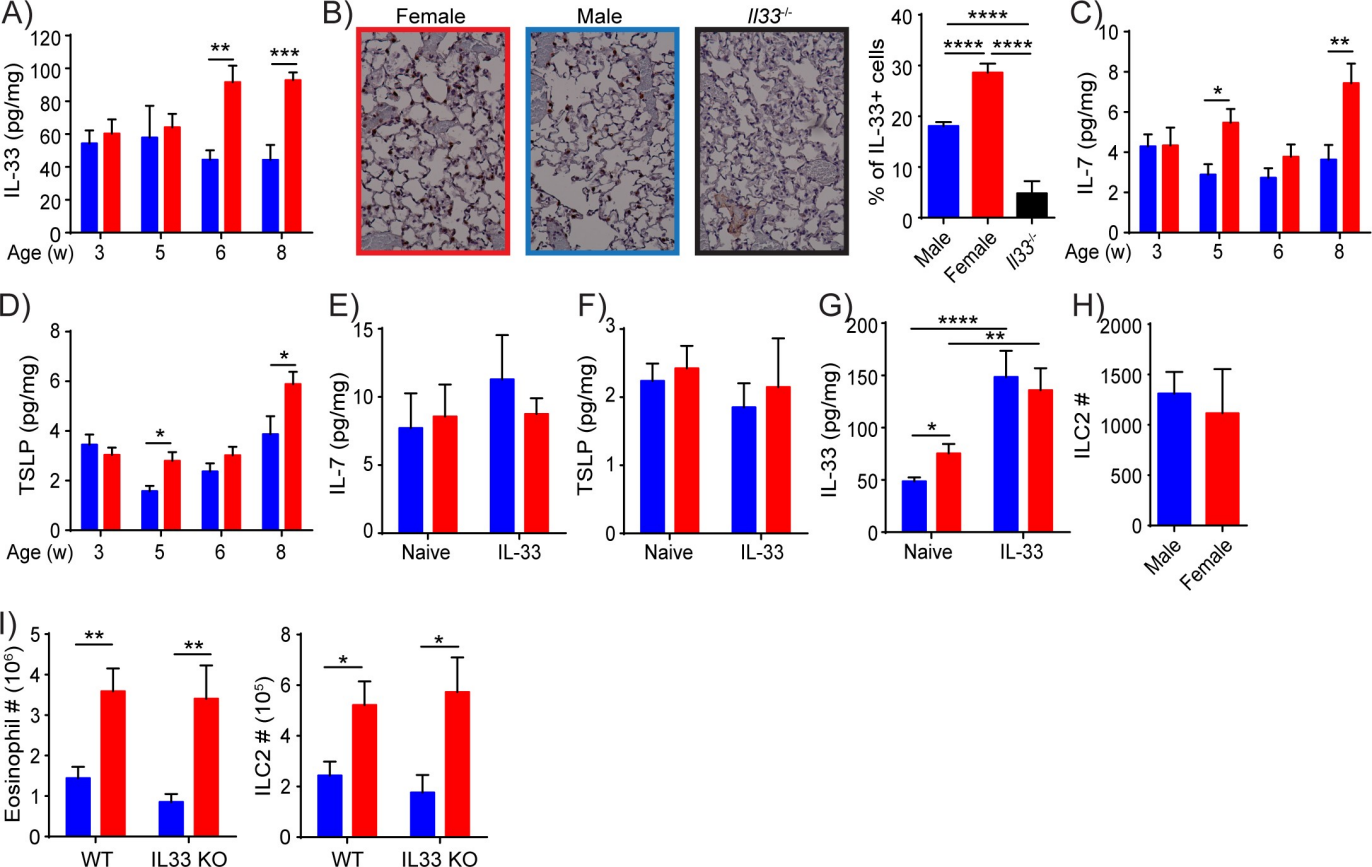
Epithelium derived cytokines are differentially expressed in female and male lungs. (A) The amounts of IL-33 in naïve mouse whole lung homogenates were measured using ELISA at different ages. (B) Immunohistochemical analysis and quantification of IL-33 in naïve 8 week-old lungs (200x magnification). (C, D) The amounts of IL-7 (C) and TSLP (D) in naïve mouse whole lung homogenates were measured as in A. (E-G) The amounts of IL-7 (E), TSLP (F) and IL-33 (G) in 6 week-old mouse whole lung homogenates were measured by ELISA one day after three daily intranasal injections of IL-33. (H) ILC2 numbers in postpubertal naïve *Il33*^-/-^ male and female mouse lungs. (I) Eosinophil and ILC2 numbers in IL-33 treated postpubertal WT and *Il33*^-/-^ lungs 3 days after 3 consecutive IL-33 administrations. Red = female, blue = male. Data represented are mean ± SEM, with 6–8 mice from 2–3 separate litters per group (A, C, D), 4 mice per group, 4 pictures per lung (B), 6–19 mice from 3–6 separate litters per group (E-G), 3 experiments with 3–8 mice per group (H) or 4 experiments with 7–17 mice per group (I). Two-tailed Student’s t-test was used to determine statistical significance, with a P value <0.05 being significant. *P<0.05, **P<0.01, ***P<0.005, ****P<0.0001.

### Analyses of purified male and female lung ILC2s

In vitro stimulation of ILC2s purified from 8 weeks old naïve male and female lungs demonstrated that female ILC2s produce more type 2 cytokines than male ILC2s (Fig 3A), demonstrating that female and male ILC2s differ in their ability to produce cytokines upon stimulation, in agreement with in vivo analyses (Fig 1F). The result also suggested a cell intrinsic difference between male and female ILC2s. 

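Lung ILC2s were sorted from naive 8 week old female and male mice, and the RNA of each sorted pool was hybridised to 1 Mouse Gene ST array. Each naive sample was a pool of 5 to 14 mice, with 3 samples per sex, so the spread between samples is a spread between pools and not between single animals. RNA was extracted with TRIzol and amplified with the GeneChip WT Pico kit, which is made for small amounts of RNA. The authors normalized the arrays with RMA, which subtracts background, gives all arrays the same distribution of intensities and summarises the probes of each probe set as 1 log2 value. The sources used here do not give which arrays were normalized together. The table holds 41345 probe sets with log2 values from 0.648 to 13.83. Of these, 23525 match 1 gene, 1810 match several genes and 16010 match no gene of the platform's annotation. Differences are given as female minus male on the log2 scale, so a positive value is higher in female ILC2s and a value of 1.0 is a fold change of 2.0. Each probe set was tested with limma, two-sided, and p values were adjusted by the Benjamini-Hochberg method over all probe sets. Correlations between arrays of the same group were 0.929 to 0.959 in naive females and 0.910 to 0.913 in naive males. Olfactory, vomeronasal and taste receptor genes, which lymphocytes hardly express, had array medians of 3.17 to 3.34 in naive females and 3.22 to 3.61 in naive males, and these levels were taken as the background.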

To further investigate intrinsic sex differences in ILC2s, we performed microarray analyses of purified 8 weeks old naïve male and female lung ILC2s (S3A Fig). Overall, 4% of the genes were differentially expressed, the majority of which were autosomal rather than sex-linked genes (Fig 3B, S1 Table). 

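Xist, the RNA that coats the inactive X chromosome, averaged 10.20 ± 0.55 (SD, n = 3) in naive female ILC2s and 4.21 ± 0.51 (SD, n = 3) in naive male ILC2s. The Y-linked Eif2s3y, which encodes a subunit of a translation initiation factor, was at 3.39 ± 0.38 (SD, n = 3) in females, within the background, and at 7.74 ± 0.70 (SD, n = 3) in males. On the autosomes, Pcsk1, which encodes an enzyme that cleaves prohormones, was higher in females by 1.99 (adjusted p = 0.0273), as was Cpa3, a carboxypeptidase of mast cells, by 1.77 (adjusted p = 0.0464). Neb, which encodes a filament protein of muscle, was at 5.39 ± 0.12 (SD, n = 3) in females and 7.24 ± 0.11 (SD, n = 3) in males, a difference of -1.86 (adjusted p = 0.0109).
The differences for Xist and Eif2s3y were 5.99 (adjusted p = 0.00177) and -4.35 (adjusted p = 0.00916). Kdm5d, a Y-linked histone demethylase, differed by -3.09 (adjusted p = 0.0035), Gm20815, a Y-linked gene of a family with many copies, by -3.33 (adjusted p = 0.00692), and Astx5, a member of an X-linked gene family, by -3.62 (adjusted p = 0.0238). Like Eif2s3y, Kdm5d and Gm20815 were at or below the background in naive females, which limits the size of these differences. Among genes that did not pass the adjusted test, Slc35g1 and Akr1e1 were higher in females by 1.86 and 1.74 at adjusted p values of 0.596 and 0.226, and Xrcc4 by 1.51 (adjusted p = 0.0687). Uty, Srsy and Olfr1239 were lower in females, with differences of -3.25, -3.55 and -2.82 and adjusted p values of 0.0879, 0.124 and 0.0661, and Olfr1239 too was at or below the background in naive females.
Of all probe sets, 150 passed an adjusted p of 0.05, 9 higher in females and 141 higher in males. Among these, 101 match several genes that all lie on the Y chromosome, 34 match no annotated gene, and of those with 1 gene 4 lie on X, 4 on Y and 3 on an autosome. Probe sets of multi-copy genes often share their probes, and the 101 hold only 53 distinct sets of values. At an unadjusted p of 0.05, the threshold of the methods, 1272 probe sets were higher in females and 1279 in males, or 6.17% of the table. Of the 776 female-higher probe sets with 1 gene, 95.4% were autosomal, beside 95.8% of all such probe sets. Of the 403 male-higher ones, 91.3% were autosomal, and sex-linked genes were over-represented (odds ratio 2.20, Fisher's exact test, two-sided, p = 7.56e-05).
Of 5 Y-linked genes of a fixed list, 2 were lower in females and 3 did not pass over all probe sets, and 3 were lower when adjusted over the list alone. An adjustment over a list alone is not corrected over the 37 lists and is the weaker test. Of 13 genes known to escape X inactivation, 1 was higher over all probe sets, none was lower and 12 did not pass, with 2 higher when adjusted over the list alone. The median of the X escape genes was 0.32, with Pbdc1 at 1.43 and Kdm6a at 0.81. With the methods' t-test, 37 probe sets passed the adjusted threshold, 303 with all 12 arrays in 1 fit, 56 with the replicate number as a term, 73 and 68 without the naive female replicates 1 and 2, and 61 without the naive male replicate 1. With 1 probe set per gene, a setting chosen after the data were seen, 6 passed. Cpa3 and Pcsk1 passed in 5 of the 14 other settings each, Astx5 in 8, Neb and Eif2s3y in 10 and Xist in 13, and of 13 settings Gm20815 passed in 8 and Kdm5d in 12. Neb did not pass with the replicate number as a term (adjusted p = 0.110), without the naive female replicate 1 (0.0918) or 2 (0.102) or without the naive male replicate 1 (0.0708).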

Detailed analyses demonstrated no significant differences in the expression of *Il2ra* encoding CD25, *Il1rl1* encoding ST2, *Gata3*, *Rora*, *Il7r* encoding CD127, which are known to be important for ILC2 development or functions (Fig 3C). 

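Il2ra, the alpha chain of the IL-2 receptor, averaged 10.79 ± 0.07 (SD, n = 3) in naive female ILC2s and 10.72 ± 0.19 (SD, n = 3) in naive male ILC2s. Il7r, the receptor for IL-7, was at 11.85 ± 0.12 (SD, n = 3) and 11.91 ± 0.09 (SD, n = 3), near the top of the scale. The transcription factors Gata3 and Rora were at 9.21 ± 0.21 and 7.41 ± 0.07 (SD, n = 3) in females and at 8.91 ± 0.23 and 7.26 ± 0.20 (SD, n = 3) in males. The female minus male difference was 0.07 for Il2ra (95% confidence interval -0.37 to 0.51), 0.30 for Gata3 (-0.21 to 0.80), 0.14 for Rora (-0.30 to 0.59) and -0.06 for Il7r (-0.47 to 0.35). None of these intervals reaches a 2.0 fold difference. Il1rl1 has no probe set that matches it alone and is not analysed here.
Of 22 genes that define ILC2s, none passed over all probe sets, and Icos, a costimulatory receptor, was higher in females when adjusted over the list alone. Icos was at 8.78 ± 0.12 (SD, n = 3) in females and 7.86 ± 0.08 (SD, n = 3) in males (adjusted p = 0.214). Thy1 was higher in females by 0.67 and Il17rb lower, at -0.47, and neither passed. As a group the ILC2 genes did not differ from other genes (median 0.14, adjusted p = 0.192 from limma's camera).
Markers of other cells were examined beside the ILC2 genes. The 18 mast cell and basophil markers were lower in females as a group, with 12 of them below 0 (median -0.26, adjusted p = 0.00886, and 0.144 with an estimated correlation) and array medians that overlapped between the sexes. Cpa3 ran the other way, and Mcpt8, a basophil protease, was lower by -1.20 when adjusted over the list alone. Only 3 of these markers averaged above 5.0, and over those alone the group's direction turned, with an adjusted p of 0.356. The call also ended without the naive female replicate 2 (adjusted p = 0.0933) or the naive male replicate 3 (adjusted p = 0.0532). The camera test gave adjusted p values of 0.751 for T cell markers, 0.429 for B cell and plasma cell markers, 0.642 for NK cell and ILC1 markers, 0.506 for macrophage and dendritic cell markers and 0.192 for eosinophil markers. It gave 0.0631 for neutrophil, 0.82 for erythroid and platelet, 0.882 for lung epithelial and 0.429 for endothelial and stromal markers, and of all these genes only Stab2 passed when adjusted over its list alone, higher in females by 0.95.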

To test the functional relevance of some of the differentially expressed genes, we analyzed CCR9 expression on naïve male and female ILC2s by flow cytometry. Although majority of ILC2s did not expressed the receptor, there was significantly higher percentage of CCR9 expressing ILC2s in naïve male than female lung in accordance with gene expression analyses (S3B Fig). 

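Ccr9, the receptor for the chemokine CCL25, averaged 4.42 ± 0.54 (SD, n = 3) in naive female ILC2s and 5.92 ± 0.23 (SD, n = 3) in naive male ILC2s. The difference of -1.50 (95% confidence interval -2.24 to -0.76) was larger than the spread between pools, with an unadjusted p of 0.0022 from limma. Over all probe sets Ccr9 did not pass (adjusted p = 0.301), and it passed when adjusted over a list of 18 genes of naive T cells alone. That pass is not independent evidence, since the paper took up Ccr9 from these same arrays. The array value is a mean over all sorted cells of a pool, so a small share of positive cells and a low level in every cell give the same value.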

The mean fluorescence intensity (MFI) of CCR9 was also higher in naïve male than female ILC2s. We also analyzed chemokine CCL3 in BALF of naïve male and female. 

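Ccl3, which encodes a chemokine that attracts monocytes and lymphocytes, averaged 5.98 ± 0.45 (SD, n = 3) in naive female ILC2s and 8.35 ± 0.73 (SD, n = 3) in naive male ILC2s. The female minus male difference of Ccl3 RNA was -2.37 (95% confidence interval -3.37 to -1.37), at an unadjusted p of 0.00095 and an adjusted p of 0.177 over all probe sets. Among 21 genes for secreted products of ILC2s, Ccl3 was the only one lower in females when adjusted over the list alone. The paper took up Ccl3 from these same arrays, so this pass is not independent evidence.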

There was no significant difference in the amounts of CCL3 in BALF of male and female, which disagrees with gene expression data (S3C Fig). 

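For the activated state, ILC2s were sorted from lungs of 8 week old mice 1 day after the last of 3 daily intranasal injections of 0.25 μg IL-33. Each of the 3 samples per sex was a pool of 2 mice, processed and hybridised like the naive samples. Arrays of the same group correlated at 0.964 to 0.973 in IL-33 females and 0.962 to 0.969 in IL-33 males. Sensory receptor genes had array medians of 2.74 to 2.90 on the IL-33 arrays.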

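After IL-33, Xist averaged 9.93 ± 0.15 (SD, n = 3) in female ILC2s and 4.21 ± 0.20 (SD, n = 3) in male ILC2s. Xist and the Y-linked genes Eif2s3y, Uty and Kdm5d were the only single named genes to pass over all probe sets, with differences of 5.72 (adjusted p = 0.000136), -4.95 (adjusted p = 0.00053), -3.60 (adjusted p = 0.0011) and -3.55 (adjusted p = 0.0049). Kdm5d and Eif2s3y were near the background in females, which limits the size of their differences. With the methods' t-test Eif2s3y, Uty and Kdm5d did not pass (adjusted p = 0.113, 0.113 and 0.342), nor did Uty with the replicate number as a term (0.0566) or Kdm5d without the female replicate 1 (0.0576) or the male replicate 1 (0.0689). The R squared between mean female and mean male values over all probe sets was 0.976 after IL-33 and 0.932 in naive ILC2s. Arrays of the same group also correlated less in naive ILC2s (mean 0.943 in females and 0.911 in males) than after IL-33 (0.969 and 0.965). The lower naive R squared can therefore not be read as a larger sex difference alone. The share of probe sets whose female and male arrays did not overlap was 10.1% after IL-33 and 12.3% in naive ILC2s, where chance gives 10%.
The list of Y-linked genes had 3 genes lower in females, 2 not passing and 3 lower when adjusted over the list alone. Among the X escape genes, 1 was higher and 12 did not pass over all probe sets, with 3 higher when adjusted over the list alone, and the median was 0.34 (adjusted p = 7.95e-08 from camera, 0.0658 with an estimated correlation).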

We also compared the gene expression profiles of ILC2s purified from IL-33 injected male and female (8 weeks old) lungs and found that they were remarkably similar to each other (Fig 3D). 

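Neb, lower in naive females, had a difference of -0.95 after IL-33 and no longer passed (adjusted p = 0.475). For Pcsk1 and Cpa3, both higher in naive females, the differences after IL-33 were 0.54 and 0.12. The change in their sex difference did not pass, with adjusted p values of 0.159 for Pcsk1 and 0.216 for Cpa3. Gm20815, by contrast, differed by -0.45 after IL-33, with both sexes near the background, and the change of 2.89 in its sex difference passed (adjusted p = 0.0111). It did not pass with the methods' t-test (adjusted p = 0.0692), without the IL-33 female replicate 2 (0.0519) or with 1 probe set per gene (0.0656), a setting chosen after the data were seen. Astx5 and Olfr1239, which do not lie on Y, were also lower in IL-33 males. Astx5 was at 8.029 to 9.645 on naive male and 4.8 to 5.097 on IL-33 male arrays, and Olfr1239 at 4.909 to 5.679 and 1.843 to 2.623. The change in their sex difference did not pass. Neb stayed at 7.125 to 7.324 and 7.222 to 7.595 in males.
After IL-33, 3 probe sets were higher in females and 6 in males at an adjusted p of 0.05, 9 in all, of which 1 matches an X-linked gene, 3 match Y-linked genes and 5 match no annotated gene, and 5 passed without the IL-33 male replicate 1. At an unadjusted p of 0.05 the count was 2055, with 1015 higher in females and 1040 in males. Simulated arrays with no sex difference and independent noise gave 1994 at that threshold with the spread of the IL-33 arrays and 2011 with that of the naive arrays, near the share that the threshold itself sets. They do not carry the correlation between probe sets of real arrays, of which other splits reached 3005 after IL-33 and 2518 in naive ILC2s. Over 2.0 fold at the same threshold, 999 probe sets differed in naive ILC2s and 386 after IL-33, while other splits of the same arrays reached 945 and 407. Without the naive male replicate 3 the naive count was 1769, and among probe sets with a mean over 5.0 the counts were 539 and 94.
The sex difference itself changed with IL-33 for 90 probe sets at an adjusted p of 0.05, which hold only 48 distinct sets of values. The count was 56 without the naive female replicate 2, 182 without the naive male replicate 3, 53 and 56 without the IL-33 female replicates 2 and 3, and 0 with 1 probe set per gene. Of the 90, 74 (36 distinct sets of values) match several genes on the Y chromosome and 14 match no annotated gene, and the autosomal one is Gm3893, which was chosen after its values were seen. The 118 probe sets that match several Y genes (64 distinct sets of values) had a median of 7.21 in naive males, 3.91 in IL-33 males, 3.26 in naive females and 2.91 in IL-33 females. Uty, Kdm5d and Eif2s3y, which have 1 copy each, averaged 6.84 in naive males and 7.31 in IL-33 males.

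**Figure D1:**
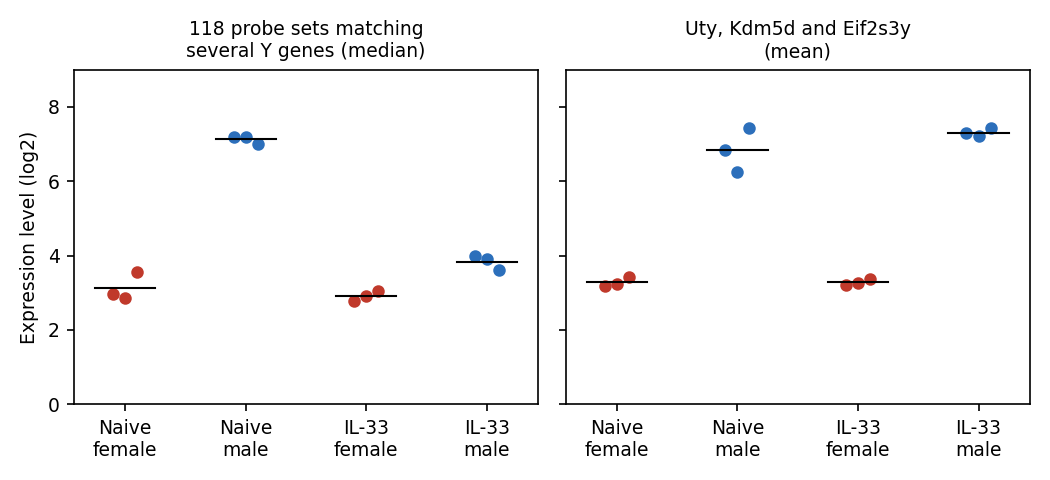
Log2 expression level per array, as the median of the 118 probe sets that match several Y genes (left) and the mean of Uty, Kdm5d and Eif2s3y (right), in naive and IL-33 groups, with 1 point per array (red female, blue male) and a black line at the mean of the 3 arrays. On the left, the naive male arrays lie at 7.00 to 7.20 and the IL-33 male arrays at 3.61 to 3.98.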

The number of differentially expressed genes in the activated ILC2s was much less than naïve female and male ILC2s (S3A Fig, S1 Table). Similar to naive male and female ILC2, there was no significant difference in the expression of *Il2ra*, *Il1rl1*, *Gata3*, *Rora*, and *Il7r*. However, in agreement with in vivo data, *Il5* was more highly expressed in activated female compared to male ILC2s (Fig 3E). 

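In ILC2s activated by IL-33, Il2ra averaged 11.31 ± 0.04 (SD, n = 3) in females and 11.05 ± 0.09 (SD, n = 3) in males. The differences were 0.26 for Il2ra (95% confidence interval -0.03 to 0.56), 0.11 for Gata3 (-0.30 to 0.52), 0.04 for Rora (-0.31 to 0.40) and 0.07 for Il7r (-0.36 to 0.50), and each interval excludes a 2.0 fold difference. Of the 22 genes that define ILC2s, 16 had positive and 6 negative differences and none passed over all probe sets. Klrg1, an inhibitory receptor of mature ILC2s, was lower in females by -0.74 and passed when adjusted over the list alone.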

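Il5 averaged 9.07 ± 0.10 (SD, n = 3) in activated female ILC2s and 8.20 ± 0.27 (SD, n = 3) in activated male ILC2s. Il13, the other main type 2 cytokine of ILC2s, was at 11.06 ± 0.21 (SD, n = 3) and 10.32 ± 0.20 (SD, n = 3). The differences were 0.88 for Il5 (95% confidence interval 0.46 to 1.29) and 0.75 for Il13 (0.33 to 1.16), with unadjusted p values of 0.00173 and 0.0039 from limma. Neither passed over all probe sets (adjusted p = 0.724 and 0.854), and both passed when adjusted over the 21 secreted products alone. That adjustment is not corrected over the other lists, and the paper named Il5 from these same arrays. Among the secreted products Ccl1 was higher in females by 0.81 and Ccl5 lower, at -0.89, without passing. The sex difference in Il5 did not differ detectably between naive and activated ILC2s (change 0.19, 95% confidence interval -0.68 to 1.06).
Of 21 receptors of activated lymphocytes, 17 were higher in females (median 0.18, adjusted p = 0.0391 from camera, 0.441 with an estimated correlation), though the median over the list per array, after subtracting each gene's mean over 12 arrays, was lower in females (0.35 to 0.40) than in males (0.42 to 0.47). None passed over all probe sets, and when adjusted over the list alone 4 were higher (Havcr2, Ctla4, Lag3 and Icos) and 3 lower (Slamf6, Klrg1 and Slamf1). Havcr2, which encodes the checkpoint receptor TIM-3, was at 6.26 ± 0.07 (SD, n = 3) in females and 5.03 ± 0.24 (SD, n = 3) in males. The group's call ended without the IL-33 female replicate 3 (adjusted p = 0.270) or the IL-33 male replicate 3 (adjusted p = 0.324). The paper sets the Il5 level beside its in vivo results, in which BALF of IL-33 treated females held more cytokine, and describes them as going the same way. Those results are protein in BALF, in part at later times than the arrays. They come from lungs that held more ILC2s in females and are not output per cell. The paper also cultured equal numbers of sorted naive ILC2s with IL-33 and TSLP. In that culture it reports more type 2 cytokine from female cells.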

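Car5b, a mitochondrial carbonic anhydrase, averaged 6.81 ± 0.11 (SD, n = 3) in naive female ILC2s and 5.63 ± 0.41 (SD, n = 3) in naive male ILC2s, and its gene lies on the X chromosome among those that escape inactivation. Car5b was higher in females by 1.18 (adjusted p = 0.313), Cmc1, a factor for assembly of cytochrome oxidase, by 1.05 (adjusted p = 0.554) and Manea, an enzyme that trims protein glycans, by 0.85 (adjusted p = 0.849). Lck has no probe set that matches it alone and is not analysed here. Anxa1, annexin A1 of memory cells, was higher by 1.01 and S1pr1, the receptor that lets lymphocytes leave tissue, by 1.15, and neither passed over all probe sets.
The study's leading edge genes (S2 Table) were chosen on these arrays, so their direction is not independent evidence. Of 82 with a probe set, 82 were higher in females, none passed over all probe sets or when adjusted over the list alone, and the median was 0.45 (adjusted p = 3.87e-19 from camera, 0.0506 with an estimated correlation). Of 48 memory T cell genes listed from textbook knowledge, 30 were higher and 18 lower, none passed over all probe sets or when adjusted over the list alone, and the group did not differ from other genes (median 0.11, adjusted p = 0.244). The 18 naive T cell genes had 10 higher and 8 lower (adjusted p = 0.82), and S1pr1 passed when adjusted over that list alone. The gene set collection behind the paper's enrichment analysis is not used here.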

Gene Set Enrichment Analysis (GSEA) of the naïve ILC2 microarray data set showed that female ILC2s are enriched for a gene signature of memory T cells, with leading edge genes including *Lck*, *Car5b*, *Manea*, *and Cmc1* (Fig 3F, S2 Table). To further understand the gene expression data, the set of genes that are differentially expressed between male and female ILC2s were analyzed for over-represented Gene Ontology (GO) terms and visualized as interaction networks using Cytoscape and Enrichment Map. 

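Decr2, a peroxisomal enzyme that breaks down unsaturated fatty acids, averaged 7.17 in naive female and 5.37 in naive male ILC2s (difference 1.80, adjusted p = 0.177). Other enzymes of fatty acid oxidation, Acaa2 and Acat1, were higher in females by 0.90 and 0.63, as were Ndufv3 and Cox6b1 of the respiratory chain, by 0.72 and 0.50. Mrpl58, a protein of the mitochondrial ribosome, was higher by 0.76, Rps15 of the cytosolic ribosome by 1.13 and Psmd7 of the proteasome by 0.55. None of these genes passed over all probe sets.
Across the fixed lists, 71 of 79 genes of oxidative phosphorylation were higher in females (median 0.20, adjusted p = 5.59e-05 from camera, 0.254 with an estimated correlation). The same held for 60 of 71 mitochondrial ribosome genes (median 0.29, adjusted p = 6.17e-07, 0.144 with an estimated correlation) and 37 of 42 proteasome genes (median 0.26, adjusted p = 0.00012, 0.144 with an estimated correlation). In fatty acid oxidation 21 of 22 genes were higher (median 0.32, adjusted p = 7.23e-06, 0.0727 with an estimated correlation), and Decr2 passed when adjusted over the list alone. The TCA cycle had 19 of 22 higher (median 0.22, adjusted p = 0.0183, 0.254 with an estimated correlation) and the cytosolic ribosome 55 of 67 (median 0.10, adjusted p = 0.00488, 0.426 with an estimated correlation). In these 6 lists Decr2 was the only gene to pass when adjusted over its list alone. Part of these differences is shared by other genes of like expression, since random lists matched on it had medians of 0.0817 (for the cytosolic ribosome) to 0.151 (for the TCA cycle). Camera called none of the lists of glycolysis (adjusted p = 0.103), translation factors (0.101), aminoacyl-tRNA synthetases (0.146) and sterol and lipid synthesis (0.53).
The TCA cycle lost its call without the naive male replicate 2 (adjusted p = 0.113) or the naive female replicate 2 (adjusted p = 0.137), and the cytosolic ribosome without the naive male replicate 3 (adjusted p = 0.118), and both lost it among probe sets with a mean over 5.0 (adjusted p = 0.167 and 0.558). Sensory receptor genes, at background level, moved the other way, with 953 of 1413 lower in females (median -0.17, adjusted p = 6.02e-11, 0.144 with an estimated correlation) and array medians that overlapped. The study's protein metabolic process genes (S3 Table) were chosen on these arrays and are not independent evidence. Of 378 with a probe set, 376 were higher in females, 3 passed over all probe sets (Xist, Pcsk1 and Cpa3) and 4 when adjusted over the list alone (median 0.45, adjusted p = 9.79e-52, 0.00401 with an estimated correlation).

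**Figure D2:**
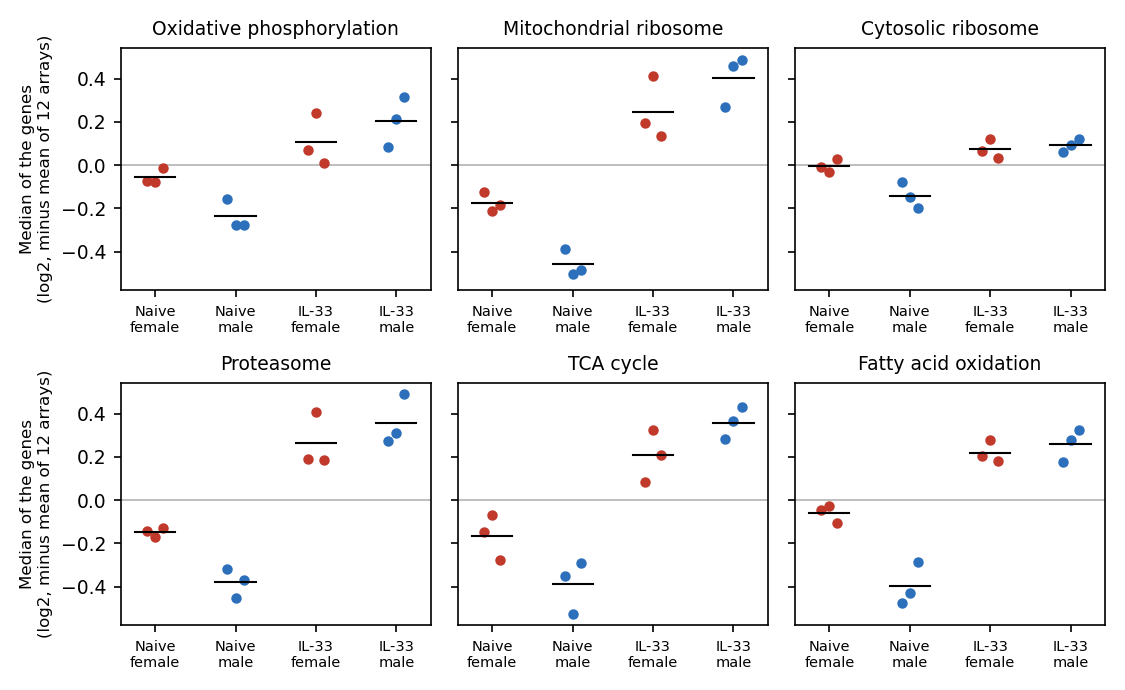
Median over the genes of 6 lists per array, on the log2 scale after subtracting each gene's mean over 12 arrays, with 1 point per array (red female, blue male) and a black line at the mean of the 3 arrays. Naive male arrays lie lowest in each list, by a median female minus male difference of 0.10 for the cytosolic ribosome to 0.32 for fatty acid oxidation.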

Naive female ILC2s showed an over-representation of cellular metabolism-related networks, including protein metabolic process (S3 Table) and electron transport chain, implying that female ILC2s are more metabolically active than male ILC2s at naive state (Fig 3G). These results suggested that ILC2 intrinsic differences in gene expression may make naive female ILC2s more prone to be activated and proliferate than naive male ILC2s.

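Mki67, the gene for the proliferation marker Ki67, averaged 6.18 ± 0.08 (SD, n = 3) in naive female ILC2s and 5.33 ± 0.80 (SD, n = 3) in naive male ILC2s, and the difference of 0.85 did not pass (adjusted p = 0.833). E2f1, a transcription factor that starts DNA replication, and Cdc20, which drives the exit from mitosis, were higher in females by 0.81 and 0.80, and Tk1, a thymidine kinase, was lower, at -0.75. Of 45 cell cycle genes, 33 were higher and 12 lower in naive females, none passed over all probe sets or when adjusted over the list alone, and camera did not call the list (median 0.18, adjusted p = 0.0782).
The paper first reports that a small share of genes differs between the naive sexes, most of them autosomal, and then that Il2ra, Il1rl1, Gata3, Rora and Il7r do not differ significantly. From the memory T cell signature and the metabolic networks of the female cells it proposes that differences within the cells may make naive female ILC2s readier to respond and divide. Its culture of purified ILC2s, in which stimulated female cells made more cytokine, also led it to propose a difference within the cells.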

**Fig 3:**
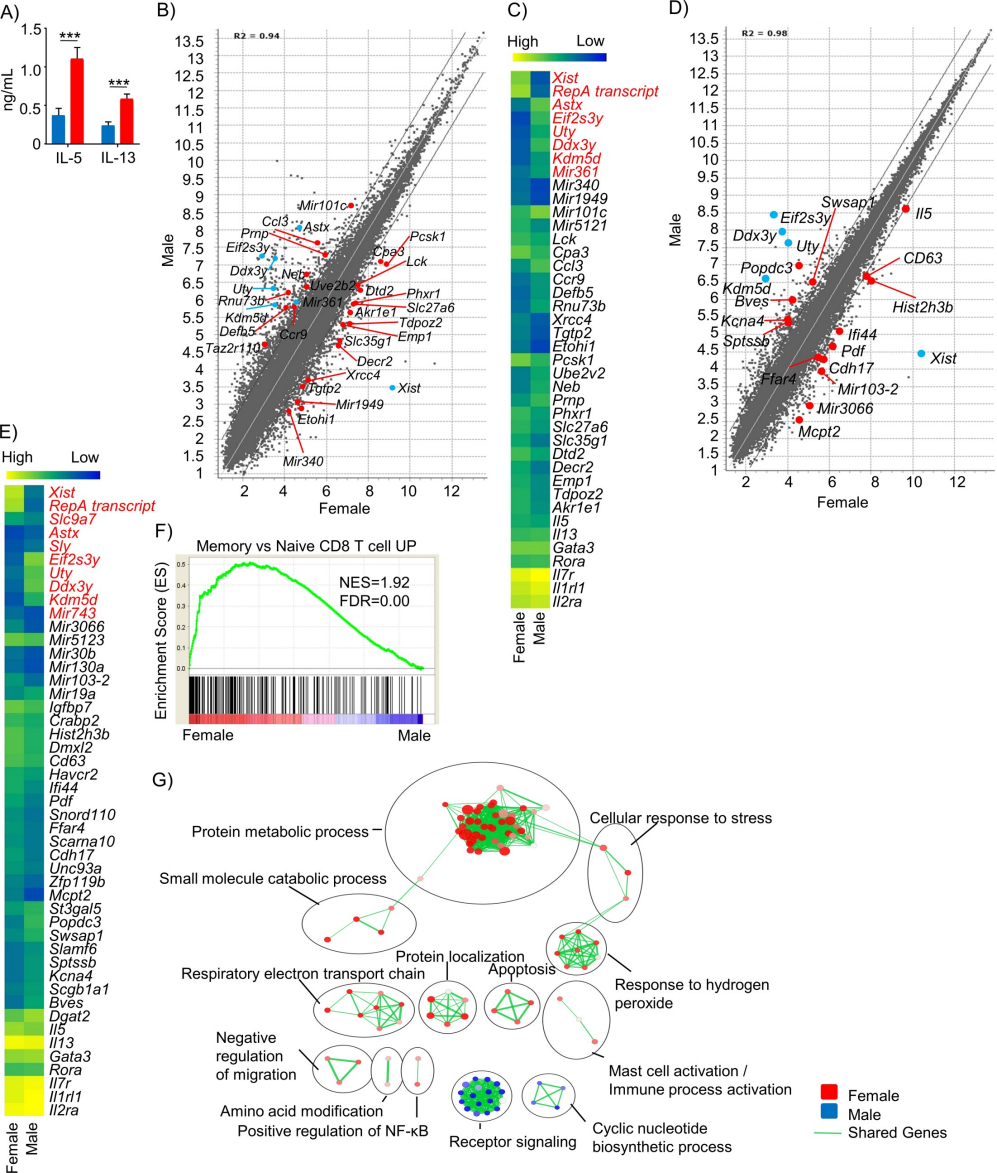
Female and male ILC2s have cell intrinsic differences. (A) Amounts of IL-5 and IL-13 produced by purified naïve 8 week old male or female ILC2s stimulated with 5 ng/ml IL-33 and TSLP after 48 h. Red = female, blue = male. Data represented are mean ± SEM, and representative of 2 independent experiments with 4–9 replicates per group. Two-tailed Student’s t-test was used to determine statistical significance, with a P value <0.05 being significant. ***P<0.005. (B) Scatter plot of 8-week-old naive male and female mouse lung ILC2 gene expressions in log2 scale. Black lines show fold change = 2. Blue = sex-linked genes, red = autosomal genes. Data represented are mean ± SEM, 5–14 mice per sample, 3 samples per group. (C) Relative expression levels of selected genes in 8-week-old naïve male and female mouse lung ILC2s. Annotated genes were selected if they were expressed at intermediate to high levels (>5.0 in log2 scale) in at least one sex and were more than 2 fold differentially expressed between male and female. Genes highlighted in red are sex-linked genes. (D) Scatter plot of gene expressions in male and female ILC2s purified from 8-week-old mouse lungs one day after three consecutive injections of IL-33. Gene expressions in log_2_ scale. Black lines show fold change = 2. Blue = sex-linked genes, red = autosomal genes. Data represented are mean ± SEM, 2 mice per sample, 3 samples per group. (E) Relative expression levels of selected genes in 8-week-old activated male and female mouse lung ILC2s. Genes highlighted in red are sex-linked genes. (F) GSEA of naïve male and female lung ILC2 microarray data in shown in (B). (G) BiNGO analyses comparing naïve female and male mouse lung ILC2 gene expressions. Cytoscape and EnrichmentMap were used for visualizing the functional clusters enriched in each sex and cellular state. Nodes represent enriched GO terms. Node size is proportional to total number of genes in gene set, and node colour to the (1-p value). Edges depict gene set overlap between nodes and thickness represents fraction of shared genes.

## Discussion

In this study, we have shown that postpubertal female ILC2s are more responsive to IL-33 stimulation than male counterpart using in vivo animal models. In vitro stimulation of purified ILC2s also demonstrated that female ILC2s have a greater ability to produce cytokines compared to male ILC2s upon stimulation with IL-33 and TSLP. Although transcriptome analysis of naive male and female lung ILC2s identified differentially expressed genes, we have not been able to find individual genes that are associated with ILC2 functions or development. On the other hand, GSEA of the same data set showed that the genes that are more highly expressed by naïve female than male ILC2s are enriched in a set of genes more highly expressed in memory than naive T cells. These results suggest that female ILC2s are more responsive to stimulation than male ILC2s, resembling the relationship between memory and naive T cells. 

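Genes of ILC2 function were examined in naive ILC2s by fixed lists. The cytokine Il5 was at 7.52 ± 0.21 (SD, n = 3) in females and 6.83 ± 0.63 (SD, n = 3) in males, a difference of 0.69 (95% confidence interval -0.12 to 1.49). Il13 differed by 0.23 (-0.28 to 0.74), Tnf by 0.73 and Il6 by -1.07. Of the 21 secreted products, 12 were higher and 9 lower, none passed over all probe sets, and the group did not differ from other genes (median 0.12, mean -0.08, adjusted p = 0.723). Nt5e, the ecto-enzyme CD73, was lower in females by -0.95. Of the receptors of activated lymphocytes, 9 were higher and 12 lower, none passed over all probe sets, and Icos was higher when adjusted over the list alone (adjusted p = 0.31 from camera).
Among receptors and targets of sex hormones, Ndrg1 was higher in females by 0.67 and Zbtb16 lower, at -0.57, and of 12 genes 3 were higher and 9 lower without any passing (adjusted p = 0.506). Interferon-stimulated genes went both ways, with Cmpk2 at 1.48 and Rsad2 at -0.72 (18 higher and 12 lower, adjusted p = 0.506). Nqo2, a quinone reductase, was higher in females by 1.58 and was the 1 gene of oxidative stress to pass when adjusted over its list of 20 alone (adjusted p of the list 0.146). Dusp2, a phosphatase of early activation, was at -0.81 in a list of 34 immediate early genes with 15 higher and 19 lower (adjusted p = 0.134). The antigen receptor segment Trav14d-3-dv8 was higher by 1.11 and passed when adjusted over 27 segments alone (adjusted p of the list 0.142), and 556 small RNA genes were not called (adjusted p = 0.101).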

Cytoscape network analyses of differentially expressed genes also suggest that female ILC2s may be more metabolically active than male ILC2s at naive state, consistent with the idea that female lung ILC2s are more prone to be activated, similar to memory T cells. 

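In activated ILC2s, Igfbp7, a secreted protein that binds growth factors, averaged 7.91 ± 0.17 (SD, n = 3) in females and 6.53 ± 0.02 (SD, n = 3) in males. Ffar4, a receptor for long-chain fatty acids, was higher in females by 1.37, Dmxl2 by 1.22, the cadherin Cdh17 by 1.17 and the tetraspanin Cd63 by 0.96. Popdc3 and Bves, membrane proteins of the same family that bind cAMP, were lower in females, at -2.05 and -1.61, as were the receptor Slamf6, at -1.30, St3gal5, a ganglioside synthase, at -1.19, and Dgat2, which makes triglycerides, at -1.02. None of these genes passed over all probe sets, with adjusted p values of 0.123 for Igfbp7, 0.208 for Dmxl2, 0.283 for Popdc3, 0.348 for Ffar4 and 0.848 for Bves.
Lists of proliferation and interferon genes were called at the preset correlation and not with an estimated one. Cdc20, Bub1b, Nusap1 and Aurkb, which act in mitosis, were lower in activated females, at -0.64, -0.55, -0.54 and -0.53, and 43 of 45 cell cycle genes were below 0 (median -0.32, adjusted p = 2.06e-19 from camera, 0.243 with an estimated correlation). Zbp1, Irgm1 and Rsad2 of the interferon response were higher in females by 0.86, 0.74 and 0.72, with 26 of 30 genes above 0 (median 0.26, adjusted p = 9.86e-07, 0.781 with an estimated correlation). Mitochondrial ribosome genes were lower in females, 64 of 71 (median -0.16, adjusted p = 1.35e-07, 0.781 with an estimated correlation). So were 64 of 79 genes of oxidative phosphorylation (median -0.10, adjusted p = 0.00026, 0.781 with an estimated correlation), 19 of 22 of the TCA cycle (median -0.13, adjusted p = 0.00243, 0.781 with an estimated correlation) and 33 of 42 of the proteasome (median -0.10, adjusted p = 0.0148, 0.809 with an estimated correlation), lists that were higher in naive females. Oxidative phosphorylation lost its call without the IL-33 female replicate 3 (adjusted p = 0.27) or male replicate 3 (0.167), the TCA cycle without the female replicate 1 (0.271) or male replicate 3 (0.078), and the proteasome without the female replicate 1 (0.383), female replicate 3 (0.282) or male replicate 3 (0.699). The array medians of the sexes, taken after subtracting each gene's mean over 12 arrays, overlapped in each of these lists but the cell cycle: the interferon list (male replicate 1 at 0.70, female replicate 3 at 0.58), the mitochondrial ribosome (female replicate 2 at 0.41, male replicate 1 at 0.27), oxidative phosphorylation (the same arrays at 0.24 and 0.09), the TCA cycle (0.33 and 0.28) and the proteasome (0.41 and 0.27). In these 6 lists none passed over all probe sets or when adjusted over the list alone.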

Gene expression analyses of activated male and female ILC2s did not reveal specific genes that may play a role in the differences in male and female ILC2 responsiveness. Recent reports by Laffont et al., Cephus et al. and Kadel et al. showed that ILC2 development and their CD25 expression are negatively regulated by male sex hormones [14–16], explaining a potential mechanism behind epidemiologically observed sex-related differences in asthma prevalence. However, contradictory to those previous reports, we did not find a significant difference in lung ILC2 numbers (Fig 1C–1E) at any ages or strains tested, or the expression of *Il2ra* encoding CD25 (Fig 3C) between naïve male and female lung ILC2s. Differences in mouse strains, models and animal facilities, possibly including the microbial environment, may be responsible for the discrepancy in our results. It is also important to note that the number of ILC2s these studies detected in mouse lungs is noticeably higher than that that in our study, which suggest that tissue processing protocols or identification of ILC2s may also contribute to the discrepancy in our results.

We have also shown age-dependent differences in the expression of IL-33, IL-7 and TSLP between male and female lungs (Fig 2A, 2C and 2D). However, *Il33*^-/-^ mice showed similar sex-related differences in ILC2s (Fig 2I), indicating that the differences in the levels of IL-33 in naive male and female lungs were not responsible for the disparity in responsiveness between male and female ILC2s. Therefore, the significance of the differences in the amounts of IL-33, IL-7 and TSLP in naive male and female lungs in terms of ILC2 function is unclear. As activation of purified ILC2s by IL-33 in vitro requires an additional stimulus, which can be provided by IL-7 or TSLP [1], it seems likely that higher amounts of these cytokines in female than male mouse lungs may contribute to enhanced ILC2 activation in IL-33-injected female mice. It is interesting to note, however, that intranasal IL-33 injections did not cause upregulation of IL-7 (Fig 2E) or TSLP (Fig 2F). Furthermore, there is no significant difference in the amount of IL-33 in male and female lungs after IL-33 injections (Fig 2G). These results indicate that the higher levels of endogenous lung epithelial cytokines at steady state in females than males are unlikely to be responsible for the higher response of female ILC2s to IL-33 stimulation than male ILC2s. Our study suggested that multiple factors including ILC2 intrinsic and lung environmental components differ in male and female lungs. It is likely that sex differences in ILC2 responses and type 2 inflammation involve multiple mechanisms, and the effect of each component in isolation may not be significant.

Overall, our results have shown that postpubertal female ILC2s produce more cytokines upon stimulation than male ILC2s. It remains to be determined whether this is due to differences in gene expression potentially driven by the effects of sex hormones on ILC2s or the lung environment.

## Conclusions

Female ILC2s are more responsive than male ILC2s and naïve female mouse lungs have more ILC2 activating epithelial cytokines. These differences may contribute to the higher prevalence of non-allergic asthma in women than men. They also show the importance of considering sex and sex-related differences when studying asthma in animal models.

## Supporting information

S1 Fig Total cell counts and percentages of various cell types at different ages.

S2 Fig Total cell counts and percentages of various cell types in IL-33 KO and WT mice after IL-33 administration.

S3 Fig Gene expression analyses and validation by flow cytometry.

S1 Table Differentially expressed genes between male and female lung ILC2s.

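S1 Table lists genes over 2.0 fold, and its notes give no p threshold. Kdm5d, Neb and Eif2s3y are among its naive male-higher genes, and Xist, Pcsk1 and Cpa3 among its naive female-higher ones. Of the 162 genes listed as higher in naive males, 121 have a probe set that matches them alone, 119 were higher in males here, 51 of them at an unadjusted p of 0.05, and 4 passed over all probe sets. Of the 80 listed as higher in naive females, 63 have such a probe set, 60 had that direction, 37 at an unadjusted p of 0.05, and 3 passed over all probe sets. After IL-33 the tallies were 21, 20, 13 and 3 for the 28 genes listed as higher in males, and 27, 26, 18 and 1 for the 33 listed as higher in females.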

S2 Table Genes in the leading edge subset of the gene set shown in Fig 3F.

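The leading edge of a gene set is the part of it that produced its enrichment score. Besides Car5b and Cmc1, the genes of S2 Table with the largest differences were Zc2hc1a, higher in naive females by 0.91, and Pdcl3, by 0.89. Of its 82 genes with a probe set, 17 had an unadjusted p under 0.05 and 2 of these were over 2.0 fold. In activated ILC2s, 41 of the 82 were higher and 41 lower in females (median 0.01, adjusted p = 0.743 from camera).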

S3 Table Genes that form the protein metabolic process cluster in the Cytoscape analyses.

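S3 Table holds 410 genes of the protein metabolic process networks. Its members include Decr2 and Akr1e1 beside the genes of protein synthesis and breakdown, and 181 of the 378 with a probe set had an unadjusted p under 0.05 in naive ILC2s, 22 of them over 2.0 fold. In activated ILC2s, 193 were higher and 185 lower in females (adjusted p = 0.928 from camera).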

## References

[1] HalimTY, KraussRH, SunAC, TakeiF. Lung natural helper cells are a critical source of Th2 cell-type cytokines in protease allergen-induced airway inflammation. Immunity. 2012;36(3):451–63. Epub 2012/03/20. 10.1016/j.immuni.2011.12.020 .22425247

[2] BartemesKR, IijimaK, KobayashiT, KephartGM, McKenzieAN, KitaH. IL-33-responsive lineage- CD25+ CD44(hi) lymphoid cells mediate innate type 2 immunity and allergic inflammation in the lungs. Journal of immunology. 2012;188(3):1503–13. 10.4049/jimmunol.1102832 22198948PMC3262877

[3] Martinez-GonzalezI, SteerCA, TakeiF. Lung ILC2s link innate and adaptive responses in allergic inflammation. Trends in immunology. 2015;36(3):189–95. 10.1016/j.it.2015.01.005 .25704560

[4] HamelmannE, GelfandEW. IL-5-induced airway eosinophilia—the key to asthma? Immunological reviews. 2001;179:182–91. .1129202210.1034/j.1600-065x.2001.790118.x

[5] CohnL. Mucus in chronic airway diseases: sorting out the sticky details. The Journal of clinical investigation. 2006;116(2):306–8. 10.1172/JCI27690 16453018PMC1359062

[6] AllakhverdiZ, ComeauMR, SmithDE, ToyD, EndamLM, DesrosiersM, et al CD34+ hemopoietic progenitor cells are potent effectors of allergic inflammation. The Journal of allergy and clinical immunology. 2009;123(2):472–8. 10.1016/j.jaci.2008.10.022 .19064280

[7] BartemesKR, KephartGM, FoxSJ, KitaH. Enhanced innate type 2 immune response in peripheral blood from patients with asthma. The Journal of allergy and clinical immunology. 2014;134(3):671–8 e4. 10.1016/j.jaci.2014.06.024 25171868PMC4149890

[8] ChristiansonCA, GoplenNP, ZafarI, IrvinC, GoodJTJr., RollinsDR, et al Persistence of asthma requires multiple feedback circuits involving type 2 innate lymphoid cells and IL-33. The Journal of allergy and clinical immunology. 2015;136(1):59–68 e14. 10.1016/j.jaci.2014.11.037 25617223PMC4494983

[9] LeynaertB, SunyerJ, Garcia-EstebanR, SvanesC, JarvisD, CerveriI, et al Gender differences in prevalence, diagnosis and incidence of allergic and non-allergic asthma: a population-based cohort. Thorax. 2012;67(7):625–31. 10.1136/thoraxjnl-2011-201249 .22334535

[10] MelgertBN, PostmaDS, KuipersI, GeerlingsM, LuingeMA, van der StrateBW, et al Female mice are more susceptible to the development of allergic airway inflammation than male mice. Clinical and experimental allergy: journal of the British Society for Allergy and Clinical Immunology. 2005;35(11):1496–503. 10.1111/j.1365-2222.2005.02362.x .16297148

[11] BlacquiereMJ, HylkemaMN, PostmaDS, GeerlingsM, TimensW, MelgertBN. Airway inflammation and remodeling in two mouse models of asthma: comparison of males and females. International archives of allergy and immunology. 2010;153(2):173–81. 10.1159/000312635 .20413985

[12] TakedaM, TanabeM, ItoW, UekiS, KonnnoY, ChiharaM, et al Gender difference in allergic airway remodelling and immunoglobulin production in mouse model of asthma. Respirology. 2013;18(5):797–806. 10.1111/resp.12078 .23490273

[13] WarrenKJ, SweeterJM, PavlikJA, NelsonAJ, DevasureJM, DickinsonJD, et al Sex differences in activation of lung-related type 2 innate lymphoid cells in experimental asthma. Annals of allergy, asthma & immunology: official publication of the American College of Allergy, Asthma, & Immunology. 2017;118(2):233–4. 10.1016/j.anai.2016.11.011 28017508PMC5291757

[14] LaffontS, BlanquartE, SavignacM, CenacC, LavernyG, MetzgerD, et al Androgen signaling negatively controls group 2 innate lymphoid cells. The Journal of experimental medicine. 2017;214(6):1581–92. 10.1084/jem.20161807 28484078PMC5461006

[15] CephusJY, StierMT, FuseiniH, YungJA, TokiS, BloodworthMH, et al Testosterone Attenuates Group 2 Innate Lymphoid Cell-Mediated Airway Inflammation. Cell reports. 2017;21(9):2487–99. 10.1016/j.celrep.2017.10.110 29186686PMC5731254

[16] KadelS, Ainsua-EnrichE, HatipogluI, TurnerS, SinghS, KhanS, et al A Major Population of Functional KLRG1(-) ILC2s in Female Lungs Contributes to a Sex Bias in ILC2 Numbers. ImmunoHorizons. 2018;2(2):74–86. 10.4049/immunohorizons.1800008 29568816PMC5860819

[17] BartemesK, ChenCC, IijimaK, DrakeL, KitaH. IL-33-Responsive Group 2 Innate Lymphoid Cells Are Regulated by Female Sex Hormones in the Uterus. Journal of immunology. 2018;200(1):229–36. 10.4049/jimmunol.1602085 29133293PMC5736420

[18] HalimTY, TakeiF. Isolation and characterization of mouse innate lymphoid cells. Current protocols in immunology / edited by ColiganJohn E [et al]. 2014;106:3 25 1–13. 10.1002/0471142735.im0325s106 .25081911

[19] SteerCA, Martinez-GonzalezI, GhaediM, AllingerP, MathaL, TakeiF. Group 2 innate lymphoid cell activation in the neonatal lung drives type 2 immunity and allergen sensitization. The Journal of allergy and clinical immunology. 2017;140(2):593–5 e3. 10.1016/j.jaci.2016.12.984 .28216436

[20] MaereS, HeymansK, KuiperM. BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics. 2005;21(16):3448–9. 10.1093/bioinformatics/bti551 .15972284

[21] MericoD, IsserlinR, StuekerO, EmiliA, BaderGD. Enrichment map: a network-based method for gene-set enrichment visualization and interpretation. PloS one. 2010;5(11):e13984 10.1371/journal.pone.0013984 21085593PMC2981572

[22] RigasD, LewisG, AronJL, WangB, BanieH, SankaranarayananI, et al Type 2 innate lymphoid cell suppression by regulatory T cells attenuates airway hyperreactivity and requires inducible T-cell costimulator-inducible T-cell costimulator ligand interaction. The Journal of allergy and clinical immunology. 2017;139(5):1468–77 e2. 10.1016/j.jaci.2016.08.034 27717665PMC5378695

[23] MolofskyAB, Van GoolF, LiangHE, Van DykenSJ, NussbaumJC, LeeJ, et al Interleukin-33 and Interferon-gamma Counter-Regulate Group 2 Innate Lymphoid Cell Activation during Immune Perturbation. Immunity. 2015;43(1):161–74. 10.1016/j.immuni.2015.05.019 26092469PMC4512852

[24] AhnstedtH, Roy-O'ReillyM, SpychalaMS, MobleyAS, Bravo-AlegriaJ, ChauhanA, et al Sex Differences in Adipose Tissue CD8(+) T Cells and Regulatory T Cells in Middle-Aged Mice. Frontiers in immunology. 2018;9:659 10.3389/fimmu.2018.00659 29670627PMC5893719

[25] AfshanG, AfzalN, QureshiS. CD4+CD25(hi) regulatory T cells in healthy males and females mediate gender difference in the prevalence of autoimmune diseases. Clin Lab. 2012;58(5–6):567–71. .22783590

# Supplementary material for: Female and male mouse lung group 2 innate lymphoid cells differ in gene expression profiles and cytokine production
**Source:** PLoS One. 2019 Mar 26;14(3):e0214286. doi: 10.1371/journal.pone.0214286
**Supplement:** S1 Fig

**
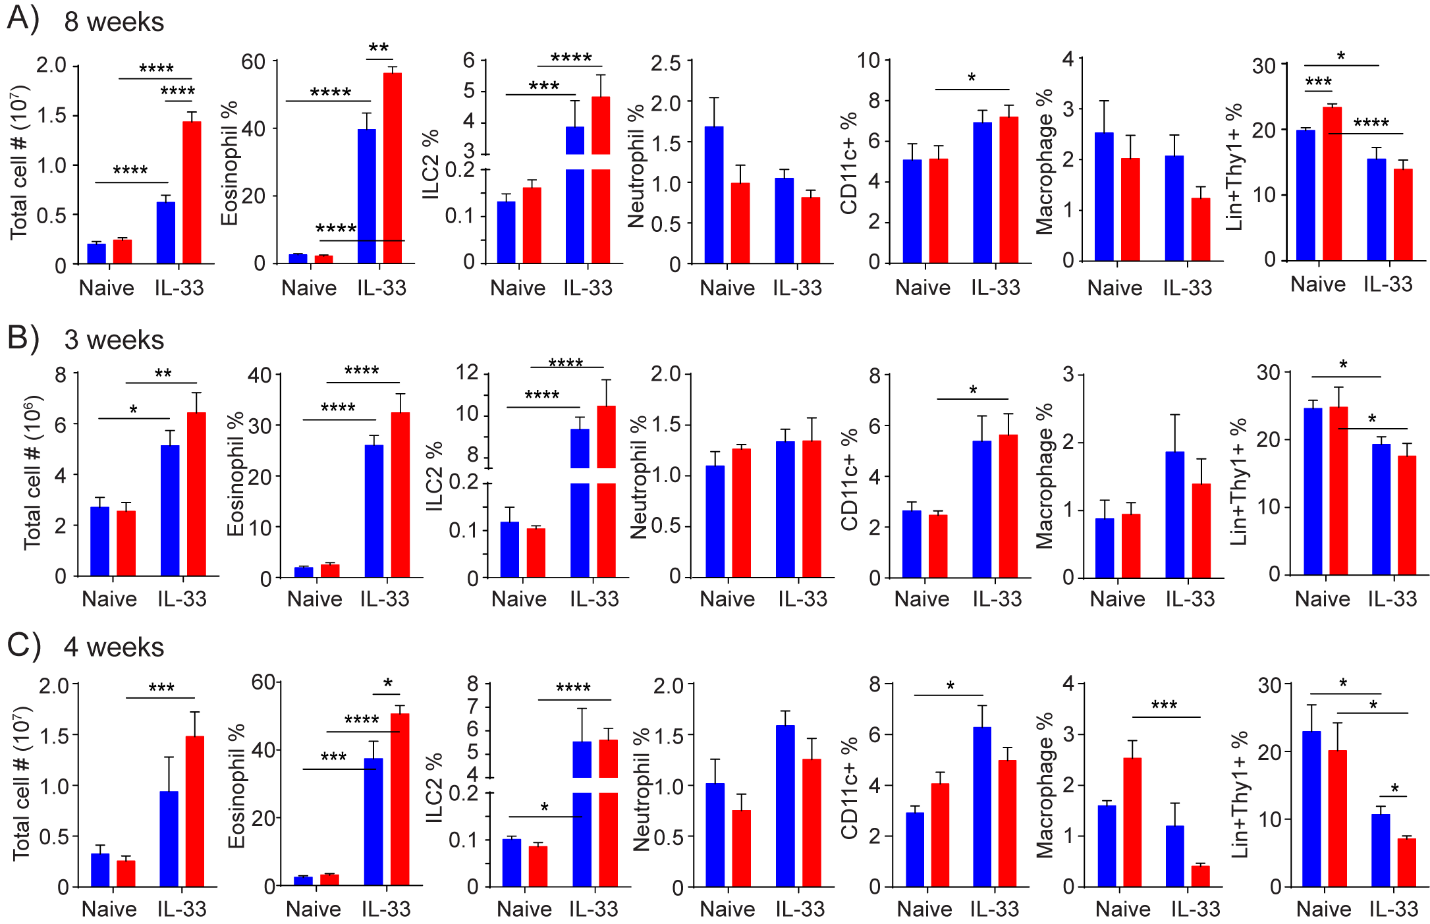
S1 Fig. Total cell counts and percentages of various cell types at different ages.**

(A-C) Naïve or IL-33 treated mice were analyzed on day 5 (treatment scheme in Fig 1 A). Total cell counts and percentages (out of CD45^+^ cells) of different immune populations in male (blue) and female (red) lungs at 8 weeks (A), 3 weeks (B) and 4 weeks (C) of age. Eosinophils and ILC2s were identified as indicated in materials and methods. Neutrophils and macrophages were identified as shown in reference [[1](#_ENREF_1)]. CD11c^+^ cells were identified as CD45^+^CD11c^+^ cells and Lin^+^Thy1^+^ population was identified as CD45^+^Lin^+^Thy1^+^ cells. Data represented are mean ± SEM of more than 3 (C, D) or 2 (E) experiments with 5-14 (C, D) or 4-6 (E) mice per group. Two-tailed Student’s t-test was used to determine statistical significance, with a P value <0.05 being significant. *P<0.05, **P<0.01, **P<0.001, ****P<0.0001.

**Reference:**

1. Halim TY, MacLaren A, Romanish MT, Gold MJ, McNagny KM, et al. (2012) Retinoic-acid-receptor-related orphan nuclear receptor alpha is required for natural helper cell development and allergic inflammation. Immunity 37: 463-474.

# Supplementary material for: Female and male mouse lung group 2 innate lymphoid cells differ in gene expression profiles and cytokine production
**Source:** PLoS One. 2019 Mar 26;14(3):e0214286. doi: 10.1371/journal.pone.0214286
**Supplement:** S2 Fig

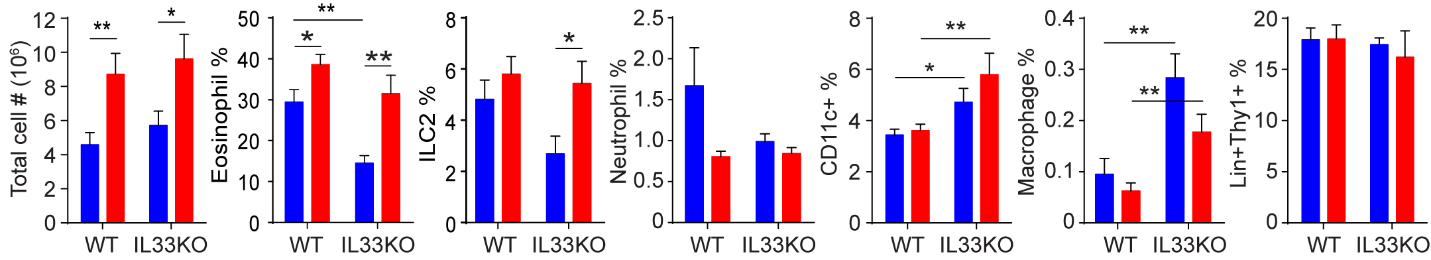

**S2 Fig. Total cell counts and percentages of various cell types in IL-33 KO and WT mice after IL-33 administration.**

IL-33 treated WT or IL-33 KO mice were analyzed on day 5 after treatment (treatment scheme in Fig 1 A). Eosinophils and ILC2s were identified as indicated in materials and methods. Neutrophils and macrophages were identified as shown in reference [[1](#_ENREF_1)]. CD11c^+^ cells were identified as CD45^+^CD11c^+^ cells and Lin^+^Thy1^+^ population was identified as CD45^+^Lin^+^Thy1^+^ cells. Data represented are mean ± SEM, 4 experiments with 7-17 mice per group. Two-tailed Student’s t-test was used to determine statistical significance, with a P value <0.05 being significant. *P<0.05, **P<0.01.

**Reference:**

1. Halim TY, MacLaren A, Romanish MT, Gold MJ, McNagny KM, et al. (2012) Retinoic-acid-receptor-related orphan nuclear receptor alpha is required for natural helper cell development and allergic inflammation. Immunity 37: 463-474.

# Supplementary material for: Female and male mouse lung group 2 innate lymphoid cells differ in gene expression profiles and cytokine production
**Source:** PLoS One. 2019 Mar 26;14(3):e0214286. doi: 10.1371/journal.pone.0214286
**Supplement:** S3 Fig

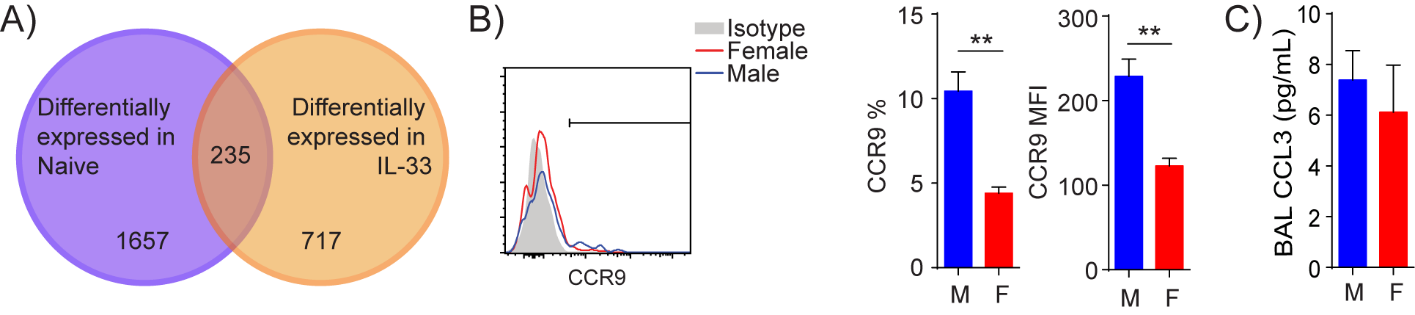

**S3 Fig. Gene expression analyses and validation by flow cytometry.**

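Xist, Eif2s3y and Kdm5d differed between the sexes in both states. At an unadjusted p of 0.05, 259 probe sets differed in naive and in IL-33 treated ILC2s, where independent lists would share 126.8. Of these, 212 had the same direction and 47 opposite directions. The shared probe sets higher in females were 55 (31.2 for independent lists) and those higher in males 157 (32.2 for independent lists). Probe sets of X and Y genes were not set apart in these counts. A further 2292 differed in naive ILC2s alone and 1796 after IL-33 alone.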

(A) a Venn diagram summarizing the numbers of differentially expressed genes between naïve and IL-33 treated male and female ILC2s one day after three daily injections. (B) Expression of CCR9 by male and female ILC2s in histogram (left, y axis in modal scale), % of CCR9 positive cells (middle) and mean fluorescence intensity (MFI) (right). Blue=male, Red=female. (C) The amounts of CCL3 in naïve mouse BALF. Blue=male, Red=female. Data represented are mean ± SEM, 5-14 mice per sample, 3 samples per group (A), 2 experiments with 5-6 mice per group (B) or 3 experiments with 10-11 mice per group (C). Two-tailed Student’s t-test was used to determine statistical significance, with a P value <0.05 being significant. **P<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

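Gene expression was measured in lung ILC2s from 8 week old female and male mice, naive or 1 day after 3 injections of IL-33, with 3 arrays in each of 4 groups. The authors hybridised amplified cDNA to Affymetrix Mouse Gene ST arrays and normalized the intensities with RMA, and the deposited values are log2 expression levels per probe set. The paper's methods name FlexArray 1.6.3 after RMA, and the submitters' notes name Affymetrix Expression Console; the sources used here give no version for the latter and do not give which arrays were normalized together. No intensities were processed again, and the log2 values were used as deposited. Each array was a pool of mice, so the number of arrays and not the number of mice limits the precision.

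Probe sets were named from the platform's gene annotation, with symbols checked against the mouse RefSeq annotation (GRCm38.p6), which was also used for the chromosome of a gene and for no coordinates. A probe set that matches several genes or none was tested and counted but not named. The 23525 probe sets with 1 gene cover 22184 genes, and where a gene had several, the one with the highest mean over the 12 arrays was used. Il1rl1, Lck and some list members have no probe set of their own and are left out.

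Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with only the arrays of the groups compared in each fit, and p values were adjusted by the Benjamini-Hochberg method over the 41345 probe sets. The comparisons were female minus male in naive ILC2s and after IL-33, IL-33 minus naive in each sex, and the change of the sex difference with IL-33 over all 12 arrays (the interaction). Each p and adjusted p of a gene is limma's. Counts were made at an adjusted p of 0.05, at an unadjusted p of 0.05 and at an unadjusted p of 0.05 with a log2 difference over 1.0. Confidence intervals are 95% intervals from the same fits. Sex-linked and autosomal genes were compared with Fisher's exact test, two-sided. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

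The fits were tested on simulated arrays, in which 200 probe sets were then changed. Each probe set had its mean over the arrays compared and limma's spread, the same in all groups, with independent noise. The simulation thus holds no correlation between probe sets and no difference in spread between groups. With nothing changed, 0 probe sets passed the adjusted threshold in limma in the naive and in the IL-33 sex comparison, beside 2011 and 1994 at an unadjusted p of 0.05. In the naive comparison 0 of 67 probe sets changed by a log2 of 1.0 were recovered, 44 of 67 changed by 2 and 59 of 66 changed by 3. After IL-33 these numbers were 12, 61 and 65, so that a 2.0 fold difference in 1 gene mostly goes undetected at this number of arrays.

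Gene lists were tested with limma's camera at its preset correlation of 0.01, with the Benjamini-Hochberg adjustment over 37 lists, and again with a correlation estimated for each list. The p values of the members were also adjusted over each list alone, with no correction over the lists or the comparisons. A pass at that level is weaker than one over all probe sets. The lists cover ILC2 identity, secreted products, activation receptors, cell cycle, memory and naive T cells, oxidative phosphorylation, cytosolic and mitochondrial ribosome, proteasome, translation factors, aminoacyl-tRNA synthetases, glycolysis, TCA cycle, fatty acid oxidation, sterol and lipid synthesis, interferon-stimulated genes, immediate early genes, oxidative stress, sex hormone receptors and targets, Y-linked genes, X escape genes, sensory receptors, small RNAs, antigen receptor segments, markers of 10 other cell types, and the study's S2 and S3 Tables. The paper's GO networks and gene set collection were not used here.

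The samples, comparisons, lists and the rule for naming genes were set before the data were examined, with the exceptions given as chosen later. The rule names each gene the paper names from the arrays or draws in Fig 3, for each sex comparison and direction the 10 genes with the largest differences past the adjusted threshold with groups that do not overlap (filled up to 10 from those at an unadjusted p of 0.05 with a mean over 5.0 in 1 sex, named as not passing), for the response to IL-33 the 15 genes per direction with the largest mean change that pass in both sexes, for the interaction the 10 largest per direction, and up to 4 members of each list. Values in the paper's Fig 3 and supplementary tables had been seen when the rule was written.

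The alternatives were the methods' t-test, all 12 arrays in 1 fit, only probe sets with a mean over 5.0, array weights, a spread that varies with expression level, the replicate number as a term, arrays minus their median, and leaving out each array in turn. For lists, fry and the mean of a gene's probe sets were also used. Counting only 1 probe set per gene was added after the data were seen.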

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

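The counts over other splits of the arrays and the tests on the Y-linked probe sets were chosen only after the results were seen.

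The sex difference differed between naive and activated ILC2s for 90 probe sets (interaction, adjusted p from limma), and Gm20815, a Y-linked gene of a family with many copies, changed by 2.89 on the log2 scale. Of 100 relabelings of the arrays drawn at random, the real one included, 10 gave a count of at least 90, with a highest other count of 194. The 9 others were all among the 11 relabelings that kept the naive labels, and with them the naive sex difference (median 97), while the 88 that changed them reached at most 5, so this share leaves open whether chance can be excluded. This points to a structure of the naive arrays, whose sexes differ in the Y-linked probe sets. Without the IL-33 female replicates 2 and 3 the count was 53 and 56, without the naive female replicate 2 it was 56, without the naive male replicate 3 it was 182, with 1 probe set per gene it was 0, and Gm20815 passed in 15 of 18 other settings (highest adjusted p = 0.0692).

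Behind it stands a signal in genes the paper does not discuss: the 118 probe sets that match several Y genes were higher in naive than in IL-33 males by a median of 3.22, in 118 of 118. The 118 hold only 64 distinct sets of values. A background or cross-hybridisation shared by the naive arrays of both sexes is argued against, since the same probe sets differed by only 0.230 between naive and IL-33 females. Cross-hybridisation between Y sequences, or on the naive male arrays alone, could not show in females and stays open. A higher transcription of the Y chromosome as a whole is argued against too, since Uty, Kdm5d and Eif2s3y were not higher in naive males (mean difference -0.470, SD over the 3 genes 0.197). Their mean per array overlapped between the states, at 6.835, 6.26 and 7.429 in naive males and 7.287, 7.215 and 7.43 in IL-33 males. Genomic DNA in the naive samples may contribute, and cannot be told apart from transcription of these families in naive male cells: dim probe sets (mean under 5.0) that match several genes outside Y were higher in naive than in IL-33 females by 0.194, beside 0.155 for those of 1 gene, which lies between the bounds set for the test. The 64 dim probe sets with at least 10 genes, with 48 distinct sets of values, are a class chosen after the values were seen. In these the naive arrays were higher by 0.619 in females and 0.925 in males. The treatment and the size of the pools differ between the states and stay open and untested.

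Gene lists also differed in their sex difference between the states. With an estimated correlation, 4 lists were called: the cell cycle (median change -0.48, adjusted p = 0.0108), the study's S2 Table (-0.42, adjusted p = 0.0108) and S3 Table (-0.43, adjusted p = 0.000128), both chosen on the naive arrays, and fatty acid oxidation (-0.41, adjusted p = 0.0108). At the preset correlation 15 lists were called. Of the 100 relabelings 5 gave at least as many, with a highest other count of 18. The others among these kept the naive labels and so the naive difference, and those that changed them reached at most 13, so this share too leaves open whether chance can be excluded.

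The metabolic lists, lower in naive males, were weighed against technical explanations set before their values were seen. Random lists of like expression had medians above 0 too (0.109, 0.147, 0.129 and 0.146 for the next 4 lists), and what shifts genes of this brightness was not tested. The median lay above the central 95% of 10000 random lists for oxidative phosphorylation (0.204, random 0.0511 to 0.167), the mitochondrial ribosome (0.286, random 0.0688 to 0.231), the proteasome (0.257, random 0.0384 to 0.211) and fatty acid oxidation (0.322, random 0.0161 to 0.277). The random lists were matched on mean expression alone and drawn gene by gene. Their range may thus be too narrow for genes that vary together, and they cannot decide on a shift from RNA amount or quality. A single naive male array is argued against for these 4 lists. The highest adjusted p values from camera without each naive male array in turn were 0.00566, 0.000111, 0.00332 and 0.000188. The shift stays open too for the cytosolic ribosome (0.104, random 0.0222 to 0.134) and the TCA cycle (0.217, random 0.0283 to 0.282), whose medians lay within the random range. Their calls end without the naive male replicate 3 (adjusted p = 0.118) and without the naive male or female replicate 2 (0.113 and 0.137), while the array medians of all 3 naive males lay below those of all 3 naive females (highest male -0.08 and -0.29, lowest female -0.03 and -0.28), so that the call and not the whole difference rests on 1 array. All 6 calls rest on the preset correlation and end with an estimated one, where the adjusted p values run from 0.0727 to 0.426. A difference between the sexes in these cells stays open and was not tested apart from the groups.

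The response to IL-33 within each sex is a comparison the paper does not report. At an adjusted p of 0.05 from limma, 2408 probe sets responded in females and 3709 in males. The highest count over the other 9 splits of the arrays was 1 in females and 0 in males; 10 splits are too few for a share under 0.05. At an unadjusted p of 0.05 the counts were 9569 and 10807. Without the IL-33 female replicates 1, 2 and 3 in turn the female count was 833, 590 and 649, and without the naive female replicates 1 and 2 it was 1143 and 1180. Without the IL-33 male replicates 1, 2 and 3 the male count was 1152, 1000 and 896, and without the naive male replicate 2 it was 2176.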

How the results depend on the processing

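The setting that counts 1 probe set per gene was added after the values were seen. Among the 196 results for single named genes, none turned its direction past the threshold, and 73 passed with the settings of the text. Array weights, a spread that varies with expression level and arrays minus their median left all 9 counts within 1.5 times, and the mean of a gene's probe sets left all 5 counts of lists within that range. Except where the construction of a setting is named, the cause was not tested.

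With the methods' t-test the counts at an adjusted p of 0.05 were 37 for the naive sex difference, 2 for the IL-33 sex difference, 52 for the interaction, 528 for the female and 1609 for the male response. Over 2.0 fold they were 639 in naive ILC2s and 190 after IL-33. The over-representation of sex-linked genes among those higher in IL-33 males, at an odds ratio of 1.52, fell to 1.27 and no longer passed. This test does not share the spread between probe sets.

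With all 12 arrays in 1 fit the naive sex difference gave 303 at an adjusted and 4297 at an unadjusted p of 0.05, the IL-33 sex difference 1099 at an unadjusted p, and the male response 6523. One spread is then shared by all groups, while the naive arrays vary more.

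Among probe sets with a mean over 5.0 fewer are tested. The naive sex difference gave 1466 at an unadjusted p and 539 over 2.0 fold, the IL-33 sex difference 999 and 94, the interaction 23 and the overlap 86. R squared was 0.868 in naive ILC2s and 0.965 after IL-33. Mast cell and basophil markers turned their direction, at an adjusted p of 0.356 over 3 genes; over the other settings of this list it ran from 0.00418 to 0.149.

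With 1 probe set per gene, 22184 in all, the naive sex difference gave 6 at an adjusted p, 1478 at an unadjusted p and 233 over 2.0 fold, and the IL-33 sex difference 1251 at an unadjusted p and 36 over 2.0 fold. The interaction gave 0 at an adjusted p from limma, beside 1426 at an unadjusted p and 52 with the methods' t-test on all probe sets. Probe sets that match several Y genes are left out by this setting.

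Leaving out each array in turn gave 61 (without the naive male replicate 1) to 192 (without the naive male replicate 3) for the naive sex difference, and 1062 to 1769 over 2.0 fold (without the naive male replicate 3). For the IL-33 sex difference it gave 5 (without the IL-33 male replicate 1) to 8, for the interaction 53 to 182, for the female response 590 to 2149 and for the male response 896 to 4314. The lists called for the IL-33 sex difference ranged from 5 (without the IL-33 male replicate 3) to 12.

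For lists, an estimated correlation left 1 call of 12 in the naive sex difference, 0 of 9 in the IL-33 sex difference (camera), 1 of 17 in the female response, 6 of 23 in the male response and 4 of 15 in the interaction. Fry, which tests a list without comparing it with other genes, called 26 lists in the female response, 2 in the IL-33 sex difference and 6 in the interaction. Single lists lost a call in 64 of their comparisons with an estimated correlation and in 21 with fry, which added 20.

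The replicate block, with the replicate number as a term, gave 56 for the naive sex difference, 597 for the female and 1156 for the male response. Samples share only a number: same-numbered naive arrays of the sexes correlated at 0.022, 0.066 and 0.122, those after IL-33 at 0.011, 0.005 and -0.027, and not every sample correlates best with its own number.

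Single named genes lost the adjusted threshold in 31 results with the methods' t-test, 15 with the number as a term, 4 with array weights and 1 with all 12 arrays in 1 fit, where 13 gained it. Leaving out arrays, 87 of their results lost it and 2 gained it. Levels near the background, about 3.17 to 3.61 on naive arrays, limit what can be seen. These are medians of the sensory receptor genes and no floor, since single probe sets reached 0.648. A fall from such a level cannot be told apart from a shift of the background itself.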

Differences from the paper's values

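The paper gives 4% of genes as different between naive female and male ILC2s, and 6.17% of probe sets had an unadjusted p of 0.05 from limma here. Of the alternatives set before the data were examined, leaving out the naive female replicate 1, 2 or 3 came within the paper's value, meaning within 1.5 times of it for a count or percentage (4.91%, 4.95% and 5.47%). The methods' t-test (6.38%), all 12 arrays in 1 fit (10.39%), probe sets with a mean over 5.0 (7.72%), array weights (6.61%), a spread that varies with level (6.1%), the number as a term (6.56%), arrays minus their median (6.33%) and leaving out a naive male array (6.4%, 6.15% and 9.0%) did not.

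For activated ILC2s the paper shows about 950 genes that differ between the sexes (S3A Fig, read by eye), and 2055 probe sets did so here at an unadjusted p of 0.05. All 12 arrays in 1 fit (1099) and probe sets with a mean over 5.0 (999) came within the paper's value. The other alternatives set before the data were examined did not. Counting 1 probe set per gene, chosen after seeing the values, gave 1251, which came within the paper's value. Of the genes of S1 Table for activated ILC2s, 21 of 28 higher in males and 27 of 33 higher in females have a probe set of their own. In the fit over all probe sets 13 and 18 of these had an unadjusted p under 0.05 in the paper's direction. How many of them are in the 1251 was not counted.

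S1 Table lists the paper's genes over 2 fold and states no p threshold, and the counts set beside it here are probe sets over 2 fold at an unadjusted p of 0.05. For genes higher in naive males the paper lists 163 entries and 679 probe sets were counted here, and for those higher in naive females 80 and 320. None of the alternatives set before the data were examined came within these. Counting 1 probe set per gene, which was chosen after seeing the values, gave 131 and 102, which came within the paper's. Of the paper's 162 male-higher genes, 121 have a probe set of their own, as do 63 of its 80 female-higher genes. In the fit over all probe sets 44 and 35 of these passed both thresholds in the paper's direction. How many of them are in the 131 and 102 was not counted. For activated ILC2s the paper lists 28 genes higher in males and 33 higher in females, and 246 and 140 probe sets were counted here. Probe sets with a mean over 5.0 gave 36 higher in females, which came within the paper's value, and the other alternatives set before the data were examined did not, for either sex. With 1 probe set per gene, chosen after seeing the values, the counts were 16 and 20, and neither came within the paper's.

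S1 Table also gives levels, from which the paper's log2 differences, female minus male, were taken; a value is within the paper's here if the 2 differ by no more than the larger SD of the 2 groups. For Xist the paper's difference is 7.02 in naive and 7.5 in activated ILC2s, and 5.99 and 5.72 were found here. For Kdm5d in naive ILC2s the paper's is -2.3 and -3.09 was found, with naive female arrays at 2.72 to 2.94, under the background, which limits its size. None of the alternatives set before the data were examined came within the paper's values for these. For Neb in naive ILC2s the paper's is -1.68 and -1.86 was found; leaving out the naive female replicate 2 came within the paper's value (-1.80, with an SD of 0.12) and the other alternatives set before the data were examined did not.

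The paper states that most genes that differ between naive females and males are autosomal. Of the probe sets with 1 gene at an unadjusted p of 0.05, 740 of 776 higher in females and 368 of 403 higher in males were autosomal. At an adjusted p of 0.05 the tally went the other way for those higher in males, of which 7 of 8 were sex-linked, and 1 of 3 of those higher in females was; the 4 X-linked ones of both sexes hold only 2 distinct sets of values. With the methods' t-test at this threshold all were autosomal, 2 of 2 higher in males and 1 of 1 higher in females.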

Other observations

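The tests over other splits of the arrays were chosen only after the results were seen. Il1r2, a decoy receptor for IL-1, rose with IL-33 from 4.14 ± 0.34 to 10.60 ± 0.28 (SD, n = 3) in female ILC2s and from 4.03 ± 0.48 to 10.40 ± 0.14 (SD, n = 3) in male ILC2s, the largest change of the named genes in both sexes. Array medians of all probe sets shifted by -0.13 in females and -0.15 in males with IL-33, and changes are to be read against this. The proliferation marker Mki67 rose by 4.42 in females and 5.57 in males, Top2a by 4.21 and 4.68 and Cdk1 by 4.23 and 4.20. The antigen presentation gene H2-Ab1 rose by 3.59 and 4.95, the inhibitory receptor Ctla4 by 4.56 and 3.59, and Il13 by 3.29 and 2.77. Il5 rose by 1.55 in females (adjusted p = 0.0062), and its change of 1.37 in males did not pass (adjusted p = 0.058). Il2, with -3.34 and -3.05, Nmur1, the receptor for neuromedin U, with -2.46 and -2.26, and Il7r, with -1.01 and -1.15, fell in both sexes. The largest falls named by the rule also include many sensory receptor genes, which lymphocytes hardly express. Among them were Vmn1r257 (-3.64 and -3.96), Olfr972 (-3.92 and -3.66) and Olfr110 (-3.45 and -3.72), whose calls ended in some other settings. These stood above the background on the naive arrays, and what raised them there was not tested. Over single genes, 926 were called in both sexes, 779 higher and 147 lower, and 0 had opposite directions by limma, while 559 were called in females only and 1217 in males only. Whether a response differs between the sexes is what the interaction tests. Of probe sets with 1 gene it called 1 on Y and 1 on an autosome, and it called 0 with 1 probe set per gene. A call in 1 sex only thus does not by itself show a response of that sex alone.

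By lists, all 45 cell cycle genes had positive changes in both sexes, with 43 past the adjusted threshold in females (median 2.51, adjusted p = 2.13e-52 from camera, 0.0247 with an estimated correlation) and 44 in males (median 3.33, adjusted p = 8.47e-47, 0.012 with an estimated correlation). Interferon-stimulated genes had a median change of 1.34 in females, 20 of 30 past the threshold, and of 1.05 in males, 14 past it, with adjusted p values of 0.151 and 0.0834 with an estimated correlation. For the aminoacyl-tRNA synthetases the medians were 1.05 and 1.30 and for sterol and lipid synthesis 0.97 and 1.02. With an estimated correlation sterol synthesis was called in males (adjusted p = 0.0328) and not in females (adjusted p = 0.151). Receptors of activated lymphocytes had a median of 0.83 in females and 0.79 in males. Immediate early and dissociation genes were lower as a group (median -0.50 in females, adjusted p = 0.0246 from camera, 0.452 with an estimated correlation, and 0.0583 without the IL-33 female replicate 2, and median -0.77 in males, adjusted p = 0.000209, 0.0955 with an estimated correlation). Sensory receptor genes, whose level was taken as the background, had medians of -0.32 in females (adjusted p = 7.17e-11 from camera) and -0.49 in males (adjusted p = 1.71e-17), a shift of the background itself. With an estimated correlation only the cell cycle stayed called in females, and 6 of 23 lists did in males. In males the lists of neutrophil markers (median -0.33, adjusted p = 0.0063 from camera) and of endothelial and stromal markers (-0.30, adjusted p = 0.00786) were called lower as groups. These are calls on whole lists and not on their single genes, and neither was called with an estimated correlation (adjusted p = 0.0834 each).

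In the paper's flow cytometry a larger share of naive female than male ILC2s stained for Ki67. The paper does not say whether those mice were also used for the arrays. Mki67 RNA was higher in naive females by 0.85 (adjusted p = 0.833) and, after IL-33, was at 10.60 in females and 10.90 in males.

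The number of probe sets that differ between the sexes was set beside the other splits of the same arrays. For naive ILC2s the counts were 150 at an adjusted p (highest of the other splits 2), 2551 at an unadjusted p (2518) and 999 over 2.0 fold (945), and 12 lists were called (6). For activated ILC2s they were 9 (1), 2055 (3005), 386 (407) and 9 lists (12). Lists called in the response to IL-33 were 17 in females (14) and 23 in males (16). With 10 splits each, these are too few for a share under 0.05. The overlap of the naive and IL-33 sex differences, 259 probe sets, was reached by 1 of 100 relabelings, the real one, with a highest other value of 242. Probe sets of X and Y genes, which separate the sexes in both states, were not set apart in this count. The real labels thus share more probe sets than the relabeled ones, but this cannot show an overlap beyond sex-linked genes. With the methods' t-test the overlap was 201, where independent lists would share 129.8.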
